# Vitamin A resolves lineage plasticity to orchestrate stem cell lineage choices

**DOI:** 10.1126/science.adi7342

**Published:** 2024-03-08

**Authors:** Matthew T Tierney, Lisa Polak, Yihao Yang, Merve Deniz Abdusselamoglu, Inwha Baek, Katherine S Stewart, Elaine Fuchs

## Abstract

Lineage plasticity – a state of dual fate expression – is required to release stem cells from their niche constraints and redirect them to tissue compartments where they are most needed. In this work, we found that without resolving lineage plasticity, skin stem cells cannot effectively generate each lineage in vitro nor regrow hair and repair wounded epidermis in vivo. A small molecule screen unearthed retinoic acid as a critical regulator. Combining high-throughput approaches, cell culture and in vivo mouse genetics, we dissected its roles in tissue regeneration. We found that retinoic acid is made locally in hair follicle stem cell niches, where its levels determine identity and usage. Our findings have therapeutic implications for hair growth as well as chronic wounds and cancers where lineage plasticity is unresolved.

## One-Sentence Summary

By regulating lineage plasticity, retinoids dictate whether and when bipotent adult stem cells pursue one cell fate versus another.

Adult stem cells reside in anatomically distinct niches that reliably guide self-renewal and the production of each differentiated cell type (1, 2). However, injury frequently disrupts this homeostasis as stem cells are released from their normal constraints and repurposed to regenerate tissue compartments that they have not made since embryogenesis. To transition from one developmental lineage to another and repair the damaged area, stem cells must first enter a transient but obligatory state of lineage plasticity (3, 4).

Lineage plasticity is defined by the dual expression of cell identity transcription factors of both new and prior lineages and is typical of wound-induced stress pathways that bestow stem cells with fate flexibility (4). This state has been observed across multiple tissues in regeneration-inducing settings, including wounding, neighboring cell death, and transplantation (5–9). In healthy tissues, stem cells ultimately either return to their prior niche-defined trajectory or undergo a fate change upon entering a different microenvironment. How lineage plasticity is resolved is important to understand, because conditions that perpetuate it can lead to chronic wound states or tumorigenesis (10).

To tackle this key issue, we turned to the mammalian skin epithelium – a barrier tissue that has evolved to rapidly heal in response to environmental insults and that contains several discrete stem cell populations derived from a common embryonic progenitor (11). During homeostasis, interactions with their niches specialize the tasks that each stem cell performs. Hair follicle stem cells (HFSCs) within the so-called ‘bulge’ niche constitute the engine for cyclical bouts of hair regeneration, whereas epidermal stem cells (EpSCs) within the basal layer of the interfollicular epidermis generate the flux of upward stratifying cells that rejuvenate the skin’s barrier to the outside world.

Depending on the depth of injury, different proportions of HFSCs and EpSCs will migrate out of their niches and enter a state of lineage plasticity to re-epithelialize the denuded epidermis (12–14). Lineage plasticity in skin is typified by the co-expression of *Sox9* and *Klf5,* encoding master regulatory transcription factors that distinguish HFSCs and EpSCs, respectively (4). Notably, HFSCs undergo a fate switch while repairing the epidermis in every-day abrasion wounds and upon autologous split-thickness skin grafting, which is the gold standard of care for severely burned patients (14, 15).

HFSCs enter a similar wound-like state when placed in serum and growth factor-rich culture media, which prompts the co-expression of SOX9 and KLF5 and initiates widespread chromatin remodeling characteristic of lineage plasticity (16). We exploited this phenomenon and used the mouse as a model system to screen for factors able to resolve this plasticity and unravel how its functions in homeostasis, lineage specification, and wound repair.

## A functional screen to resolve lineage plasticity in cultured HFSCs

A master regulator of EpSCs, KLF5 is transiently induced by HFSCs in response to injury as they exit their niche, migrate upward into the wound site, and participate in epidermal repair (14). KLF5 becomes a hallmark of lineage plasticity when activated in wound-stimulated HFSCs, which dually maintain low levels of SOX9 (4). To restore homeostasis and resume hair regeneration, HFSCs suppress KLF5 and the genes that it regulates while elevating SOX9 to homeostatic levels. We sought to determine whether resolving lineage plasticity is essential to preserve stem cell identity, and if so, what are the factors that control it.

To monitor lineage plasticity, we generated a reporter system. Purified HFSCs (12) were stably transduced by lentivirus harboring a *Klf5-EGFP-NLS* transgene (EGFP, enhanced green fluorescent protein) with a constitutive *Pgk*-driven red fluorescent protein (RFP)-NLS transduction control (Fig. 1A). When grown in a modified three dimensional (3D) culture system in which fetal bovine serum (FBS) was replaced with a serum-free media supplement (B-27) (17), *Klf5*-EGFP levels were partially reduced and colony growth was stabilized without compromising colony forming efficiency (fig. S1, A and B). Notably, serum replacement was not sufficient to reduce *Klf5*-EGFP levels without antioxidants, whereas media formulated to mimic human plasma accomplished this even in the presence of serum (fig. S1C). These results underscored the complexity of signaling networks involved in suppressing lineage plasticity.

To further reduce *Klf5*-EGFP levels in serum-free conditions, we targeted pathways associated with lineage plasticity. Initially focusing on the AP-1, ETS, and STAT families (4), we examined selective inhibitors to these pathways, but did not observe reduction of *Klf5*-EGFP levels without negatively affecting colony formation (fig. S1, D and E). Similarly, we tested agonists and antagonists of core signaling cascades involved in lineage progression during hair regeneration, including members of the WNT (Wingless-related integration site), TGFβ (transforming growth factor-beta), BMP (bone morphogenetic protein) and SHH (sonic hedgehog) pathways (1). All failed to significantly affect *Klf5*-EGFP levels or resolve lineage plasticity (fig. S1E).

To home in on the elusive mediators of lineage plasticity, we screened HFSCs cultured in serum-free conditions with a library of small molecules that have been broadly implicated in wounding. Of the >70 compounds tested (Table S1), three appreciably diminished *Klf5*-EGFP levels: (i) ERKi, a competitive inhibitor of extracellular signal-regulated kinases (ERKs) and mitogen activated protein kinases (MAPKs); (ii) PKCi, an inhibitor of calcium-dependent protein kinase C (PKC) and (iii) all-trans-retinoic acid (atRA), the major active metabolite of retinol and vitamin A_1_ in skin (Fig. 1B). Despite prior implications in wound repair (PKC and ERK) (18–21) and hair growth (ERK and atRA) (22, 23), their precise roles in these processes have remained ambiguous. Given the role of the ERK-MAPK pathway in normal hair cycling (24), we turned our attention instead to PKCi and atRA.

We explored these two hits against a backdrop of serum-free conditions, where SOX9 and KLF5 had already partitioned their expression peripherally and internally within colonies, respectively (Fig. 1C). Although atRA was not as effective as PKCi in reducing KLF5 expression, it markedly expanded the SOX9 population. The combination of atRA and PKCi optimally resolved lineage plasticity and favored a HFSC fate, which was particularly evident in 3D culture conditions that mimicked the *in vivo* microenvironment (fig. S2, A and B). Keratin-6 (KRT6) and *Ets2*, hallmarks of hyperproliferative and cancerous epidermis (25, 26), were suppressed by atRA and PKCi (Fig. 1D and fig. S2C). Prominent HFSC identity markers SOX9 and KRT15 were elevated markedly by atRA, which correspondingly suppressed epidermal markers including SCA1 and KRT10 (Fig. 1D and fig. S2, D and E) (1). The uniform expression of KRT14, a universal marker of epithelial skin progenitors, further reflected the stemness of these cultures as did the expression of *Nfib* and *Tbx1*, whose encoded transcription factors are known to help to maintain the HFSC epigenetic landscape and support self-renewal (27–29) (fig. S2F).

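HFSC cultures derived from 2 mice at postnatal day 32 were tagged with 7 hashtags, which are barcoded antibodies that record the culture a cell came from, and pooled for 10x Genomics single cell RNA-sequencing. The hashtags stood for FBS, the serum-free supplement B-27, atRA+PKCi, R-spondin (Rspo), BMP2 with BMP4 (BMP2/4), Rspo with BMP2/4, and Rspo with BMP2/4 and an inhibitor of RAR (RARi). All but the FBS and B-27 cultures also held atRA+PKCi. The authors deposited one matrix per mouse of whole UMI counts for 32292 features, made with CellRanger 7.0.0 before any removal of free RNA or doublets. The matrices held 449 barcodes with 11663442 UMIs for mouse 1 and 208 barcodes with 4112464 UMIs for mouse 2, with medians of 22215 and 11474.5 UMIs per barcode. HTODemux in Seurat, with a positive quantile of 0.99, assigned 372 and 175 barcodes to a single hashtag and called 77 and 33 doublets. Cells were kept at 500 or more genes, 1000 or more UMIs and under 10% mitochondrial UMIs. The mitochondrial limit removed 187 and 114 barcodes, whose median mitochondrial share over all barcodes was 8.36% in mouse 1 and 11.1% in mouse 2. Singly tagged cells that passed numbered 222 in mouse 1 and 78 in mouse 2. They comprised 15 B-27, 3 atRA+PKCi, 11 Rspo, 126 BMP2/4, 119 Rspo+BMP2/4 and 26 Rspo+BMP2/4+RARi cells over both mice, and 0 FBS cells. For tests across genes, UMIs were summed per mouse and condition wherever at least 5 cells were left, so that mice and not cells were the replicates. The cultures of one mouse shared a matrix.

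**Figure D1:**
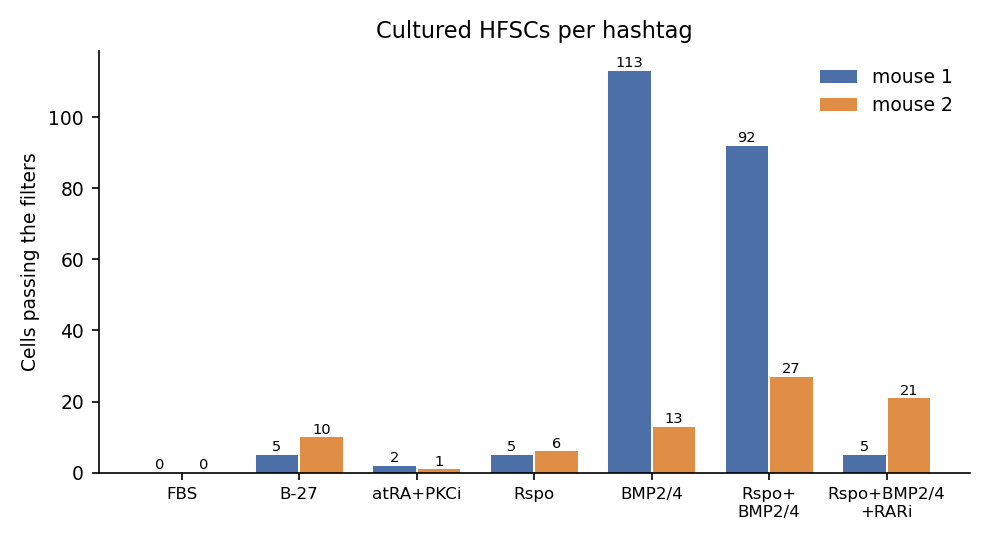
Cells with a single hashtag that passed the filters (vertical axis, number of cells) by culture condition (horizontal axis), with one bar per mouse. BMP2/4 cells of mouse 1 were the most numerous at 113, and atRA+PKCi numbered 2 cells in mouse 1 and 1 in mouse 2.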

The ability to resolve lineage plasticity and achieve a HFSC identity in culture was exemplified more globally through single cell RNA-sequencing (scRNA-seq) (Fig. 1E). Leveraging both existing bulk RNA-seq data from EpSCs and lineage-traced HFSCs isolated before and during wound repair in vivo, we obtained individual gene signatures for each stem cell type and condition (4) and measured each in our optimized cultures (fig. S3A). 

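The 3 atRA+PKCi cells held 74557 UMIs in mouse 1 (2 cells) and 44131 in mouse 2 (1 cell), and the B-27 cells held 188955 (5 cells) and 219676 (10 cells). With fewer than 5 atRA+PKCi cells per mouse, no test across mice was made, and values are given per mouse as the rate of UMIs in the summed cells (CPM). Sox9 stood at 362 and 408 CPM in atRA+PKCi cells (27 and 18 UMIs) and at 153 and 200 CPM in B-27 cells (29 and 44 UMIs). Klf5 stood at 107 and 159 CPM in atRA+PKCi (8 and 7 UMIs) and at 201 and 137 CPM in B-27 (38 and 30 UMIs), so the ranges of the conditions overlapped. In mouse 1, all Sox9 and Klf5 UMIs of the atRA+PKCi culture came from the same 1 of its 2 cells. Krt15 reached 201 and 1088 CPM in atRA+PKCi and 291 and 323 CPM in B-27. Krt10 was counted with 2 and 0 UMIs in atRA+PKCi and with 85 and 21 UMIs in B-27. The genes taken as HFSC markers before the counts were seen (Cd34, Postn, Lhx2, Krt15, Nfatc1 and Fgf18) took 0.0201% of UMIs (exact Clopper-Pearson 95% interval 0.0113 to 0.0332%) and 0.109% (0.0802 to 0.144%) in atRA+PKCi. In B-27 they took 0.0291% and 0.0323%, between the values of the atRA+PKCi mice. All of these UMIs were of Krt15, and the other 5 genes had none. These intervals cover counting error only.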

HFSCs propagated with atRA and PKCi formed a homogeneous cluster with a strong in vivo HFSC signature and nearly absent of wound or EpSC signatures (Fig. 1E). Notably, signature genes associated with active enhancers in skin squamous cell carcinomas (SCCs) (26) were also significantly reduced in the HFSC cluster (fig. S3B), underscoring the overlapping roles of atRA-mediated lineage plasticity antagonism in wounds and cancer (4).

Taken together, our screen unearthed a powerful set of factors governing the behavior of these multipotent tissue stem cells, specifically towards resolving lineage plasticity and maintaining a HFSC identity.

## atRA acts at the level of nuclear retinoid receptors to directly resolve lineage plasticity.

Our results suggested that atRA may act specifically at the chromatin level to regulate HFSC fate during wound repair. To test this possibility, we first sought to understand how atRA availability might be controlled locally in the skin. We found expression patterns and activity levels of the rate-limiting enzymes for atRA synthesis (30) in the HFSC niche and in purified HFSCs [aldehyde dehydrogenase 1 (ALDH1) isoforms, fig. S4A]. To directly test the consequences of this activity, we transduced HFSCs with a lentivirus harboring constitutively active H2B-GFP and an RFP reporter driven by a retinoic acid response element (*RARE*), bound by retinoic acid receptor (RAR) retinoid X receptor (RXR) heterodimers and activated when retinoic acid is present (31, 32). *RARE*-RFP activity was stimulated in cultured HFSCs by both atRA and its upstream substrate retinol (ROL), or vitamin A – the circulating form of retinoids delivered to tissues – and was abrogated by an ALDH1A inhibitor (fig. S4B). Thus, HFSCs are equipped with the cellular machinery to take up retinol and convert it to active atRA, and HFSCs have the requisite atRA-responsive nuclear retinoid receptors to drive transcription.

Next, we used our in utero lentiviral delivery system (33) to stably transduce the adult skin epithelium with our *RARE*-RFP reporter and detected activity in HFSCs and their niche adjacent to ALDH1A^+^ cells *in vivo* (Fig. 2A). Both reporter activity and ALDH1A levels dropped upon injury, concurrent with the induction of lineage plasticity (Fig. 2A and fig. S4C). The kinetics of the wound response monitored by immunofluorescence microscopy indicated that by 2 weeks after injury, *RARE*-RFP activity had resumed within the HFSC niche and the number of SOX9^+^KLF5^+^ cells had waned (Fig. 2A). These results exposed a marked inverse correlation between atRA availability and lineage plasticity during wound repair.

Given the broad effects of retinoids on skin biology, we next addressed whether atRA-mediated activation of the RAR autonomously regulates lineage plasticity in HFSCs *in vivo.* To this end, we generated *Sox9CreER;Rxra-fl/fl;Rosa26-LSL-YFP* mice to conditionally delete the retinoid X receptor *Rxra*, an obligate heterodimeric partner of RAR. *Rxra* ablation in HFSCs during the resting phase of the hair cycle led to the spontaneous induction of lineage plasticity even in the absence of a wound (Fig. 2B), providing evidence that atRA signaling acts at the chromatin level to suppress lineage plasticity and maintain HFSC identity.

To mechanistically discern how atRA and its RXR/RAR transcriptional effector accomplishes this feat, we purified HFSCs from wild-type and conditionally targeted [*Rxra* conditional knockout (cKO)] mice and cultured them in conditions that either perpetuate lineage plasticity (FBS) or resolve this state (atRA+PKCi). 

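RNA-seq libraries of wild-type and Rxra cKO HFSCs in FBS or atRA+PKCi were made from 2 mice per genotype at postnatal day 55, giving 4 groups of 2 libraries. The authors quantified reads with salmon 1.4.0, summed them to genes with tximport, and deposited estimated counts for 51906 gene symbols (mm10) without normalization. Library totals in the order of replicates 1 and 2 were 30056700 and 29314700 for wild-type FBS, 28796500 and 30415200 for wild-type atRA+PKCi, 27579900 and 32120400 for Rxra cKO FBS, and 35879800 and 25150300 for Rxra cKO atRA+PKCi. Counts were rounded, and 15965 genes passed edgeR's filterByExpr. One quasi-likelihood fit over all 8 libraries, with TMM normalization and one mean per group, gave the medium effect in each genotype, the genotype effect in each medium, and the interaction of genotype and medium. By the paper's methods, the atRA+PKCi medium also held B-27 supplement in place of serum, so the medium effect covers both changes. Genes were called at adjusted p under 0.05 after Benjamini-Hochberg adjustment, and expression is given as CPM of the normalized library size. With 4 residual degrees of freedom, the spread was shared across genes. Replicates correlated across genes at r = 0.991 to 0.996 of log2 CPM, and genes are not independent replicates. Rxra (ENSMUSG00000015846, chromosome 2 of GRCm38 from 27676440 to 27762957) stood at 136 ± 19.2 CPM (SD, n = 2) in wild-type FBS, 145 ± 2.93 in wild-type atRA+PKCi, 96.4 ± 1.06 in libraries labelled Rxra cKO in FBS, and 147 ± 1.68 in those in atRA+PKCi. Its gene-level count includes reads of exons that the conditional allele leaves in place. The log2 fold change of Rxra between genotypes was -0.49 in FBS (standard error 0.092, adjusted p = 0.00264) and 0.01 in atRA+PKCi (standard error 0.091, adjusted p = 0.927).

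**Figure D2:**
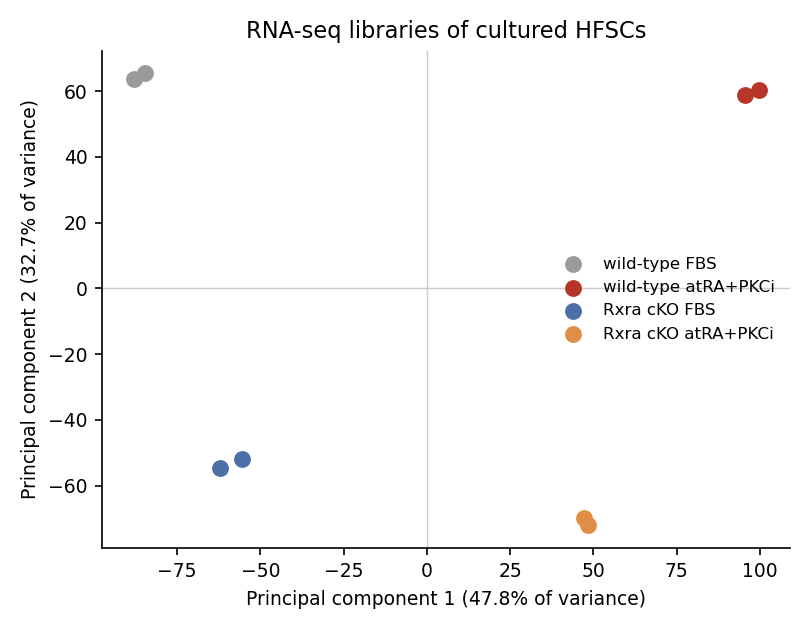
Principal components of log2 CPM over the tested genes, with one point per library, and the share of variance of each component on its axis. The first component (47.8%) separated the media and the second (32.7%) the genotypes.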

As judged by ATAC-seq (assay for transposase-accessible chromatin using sequencing), 54 and 43% of chromatin regions that had gained or lost accessibility during lineage plasticity resolution, respectively, were sensitive to *Rxra* ablation (Fig. 2C and fig. S5, A to C). Motifs for the SOX family were particularly enriched in newly opened, *Rxra*-dependent domains (Fig. 2C). Moreover, *Sox9* was upregulated by atRA in a dose-dependent manner, which suggests that SOX9 acts downstream of atRA-dependent nuclear receptor signaling (fig. S5D).

The atRA sensitivity of SOX9 was intriguing given that SOX9 acts as a pioneer factor at key HFSC ‘super-enhancers’ known to regulate HFSC identity genes (16). In this regard, a cohort of in vivo HFSC super-enhancer regulated genes(16) were upregulated by atRA in a *Rxra*-dependent manner (Fig. 2C and fig. S5, E and F). This included *Nfix*, whose loss in HFSCs also results in spontaneous lineage plasticity (28). Conversely, wound-related and epidermal differentiation genes, including *Klf5* and *Grhl1/3,* were strongly downregulated, consistent with SOX9’s established role in silencing EpSC enhancers (34).

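In wild-type cells, 4350 genes were higher and 4249 lower in atRA+PKCi than in FBS, and in Rxra cKO cells 3319 were higher and 3542 lower. Requiring adjusted p under 0.01 and an absolute log2 fold change over 1 moved the wild-type counts most, to 1381 higher and 1579 lower. A gene was taken as Rxra-dependent when the interaction passed the threshold and the effect was smaller in the cKO. That held for 1297 of the 4350 genes raised by atRA+PKCi (29.8%) and for 1758 of the 4249 lowered (41.4%). In 20 simulated data sets in which the cKO responded as the wild-type did, the highest share was 0.0246%. The interaction can also pass where the genotypes differ in FBS, where 3565 genes were higher and 3275 lower in the cKO. These shares therefore do not separate a lost response to atRA+PKCi from a different starting level in FBS. The 29.8% fell to 19.7% without Rxra cKO FBS replicate 1, to 18.1% without Rxra cKO atRA+PKCi replicate 1 and to 18.5% without Rxra cKO atRA+PKCi replicate 2. The 1297 fell to 815, 698 and 732 in the same fits, and to 850 and 824 without wild-type atRA+PKCi replicates 1 and 2. The count of genes lower in the cKO with atRA+PKCi fell to 2326 without Rxra cKO atRA+PKCi replicate 1, and that of genes higher to 2133 without replicate 2 of the same group.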

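Among the genes that Fig. 2C prints in the color of super-enhancers of HFSCs in vivo, Sox9, Sfrp1, Nfix, Barx2 and Hoxb7 were each raised by atRA+PKCi in wild-type cells. Sox9 (ENSMUSG00000000567, chromosome 11 from 112782224 to 112787760) rose from 93.2 ± 16.1 to 165 ± 11.7 CPM (SD, n = 2) in wild-type, a log2 fold change of 0.82 (standard error 0.11, adjusted p = 0.000304). In the cKO it went from 72.5 ± 3.39 to 90.2 ± 2.66 CPM (log2 fold change 0.32, standard error 0.11, adjusted p = 0.0502). This rise in the cKO passed with DESeq2 (adjusted p = 0.0245), no filter on low counts (0.00229), the replicate block (0.0131) and the 4 cKO libraries alone (0.00436). It also passed without wild-type FBS replicate 1 (0.31), wild-type FBS replicate 2 (0.31) or wild-type atRA+PKCi replicate 1 (0.34), and not in the other 5 leave-one-out fits or with limma. The interaction for Sox9 was 0.51 (standard error 0.16, adjusted p = 0.0483). It passed in 1 of 8 fits that left out a library, that without wild-type FBS replicate 1 (0.69). Without each of the other libraries in turn it did not pass, at 0.34 and 0.39 without wild-type FBS replicate 2 and wild-type atRA+PKCi replicate 1, 0.58 without wild-type atRA+PKCi replicate 2, 0.51 and 0.45 without Rxra cKO FBS replicates 1 and 2, and 0.44 and 0.53 without Rxra cKO atRA+PKCi replicates 1 and 2. It also did not pass with limma on the authors' normalized counts (0.48, adjusted p = 0.0919 with a pseudocount of 1). Sfrp1 (ENSMUSG00000031548, chromosome 8 from 23411502 to 23449632) rose from 2.60 ± 0.400 to 20.3 ± 1.48 CPM in wild-type and from 1.42 ± 0.226 to 3.32 ± 0.0076 CPM in the cKO, with an interaction of 1.74 (standard error 0.24, adjusted p = 0.00115). Barx2 (ENSMUSG00000032033, chromosome 9 from 31846044 to 31913462) rose by 1.41 on the log2 scale in wild-type and by 1.64 in the cKO, and its interaction of -0.23 did not pass (adjusted p = 0.199). Hoxb7 (ENSMUSG00000038721, chromosome 11 from 96286623 to 96290162) rose by 0.82 and 0.57, with an interaction of 0.24 (adjusted p = 0.186). Of the other genes printed for atRA+PKCi, Krt15, Tcf7l2, Dhrs3 and Stra6 were also raised in wild-type. Dhrs3 (ENSMUSG00000066026, chromosome 4 from 144892827 to 144928209) had an interaction of 1.95 (adjusted p = 2.66e-05) and Stra6 (ENSMUSG00000032327, chromosome 9 from 58063788 to 58153996) of 0.28 (adjusted p = 0.146). Adjusted p values come from the edgeR quasi-likelihood test.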

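Nfix (ENSMUSG00000001911) lies on chromosome 8 of GRCm38 from 84699876 to 84800344. It stood at 25.3 ± 7.56 CPM (SD, n = 2) in wild-type FBS and 44.2 ± 5.07 in wild-type atRA+PKCi, a log2 fold change of 0.80 (standard error 0.18, adjusted p = 0.00434, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In Rxra cKO cells it went from 23.7 ± 1.58 to 61.3 ± 4.08 CPM, a log2 fold change of 1.37 (standard error 0.17, adjusted p = 0.00032). The interaction for Nfix was -0.57 (standard error 0.25, adjusted p = 0.13), a larger rise in the cKO that did not pass the threshold. It passed without wild-type FBS replicate 2 (-0.85, adjusted p = 0.00459) and with no filter on low counts (-0.59, adjusted p = 0.000295).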

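Klf5 (ENSMUSG00000005148, chromosome 14 from 99298691 to 99315036) fell from 143 ± 15.2 to 82.7 ± 1.08 CPM (SD, n = 2) with atRA+PKCi in wild-type cells, a log2 fold change of -0.79 (standard error 0.082, adjusted p = 5.8e-05). In Rxra cKO cells it stood at 98.9 ± 3.49 and 97.5 ± 3.8 CPM, and the interaction was -0.77 (standard error 0.12, adjusted p = 0.00179), past the threshold in all 8 fits that left out a library. Grhl1 (ENSMUSG00000020656, chromosome 12 from 24572283 to 24617391) fell from 99.8 ± 3.67 to 13 ± 1.31 CPM in wild-type (log2 fold change -2.95, standard error 0.12, adjusted p = 1.85e-07) and from 70 ± 7.6 to 45.7 ± 5.67 CPM in the cKO, with an interaction of -2.33 (adjusted p = 2.91e-05). Grhl3 (ENSMUSG00000037188, chromosome 4 from 135541888 to 135573630) fell from 40 ± 5.38 to 9.85 ± 0.537 CPM in wild-type and from 47.9 ± 3.61 to 20 ± 0.0412 CPM in the cKO, with an interaction of -0.76 (adjusted p = 0.00721). All 11 genes that Fig. 2C prints for FBS were lower in atRA+PKCi in wild-type cells. Krt16 and Krt80 fell by 5.71 and 5.73 on the log2 scale, Prdm1 by 5.18, Hmga2 by 2.49 and Mapk6 by 2.04. In the cKO, Hmga2 fell by 3.57, further than in wild-type, and its interaction was 1.07 (standard error 0.12, adjusted p = 0.000308). The interaction for Mapk6 (-0.51, adjusted p = 0.0169) did not pass without Rxra cKO FBS replicate 2 (-0.44), Rxra cKO atRA+PKCi replicate 1 (-0.55) or Rxra cKO atRA+PKCi replicate 2 (-0.51). All adjusted p values are from the edgeR quasi-likelihood test.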

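A list of 29 epidermal differentiation genes, written before the counts were seen, had a median log2 fold change of -4.91 in wild-type cells, against 0.03 for all tested genes. In that contrast 27 of the genes were lower and 1 higher, and the numbers adjusted over the list alone were also 27 and 1. Camera in limma, with a preset correlation of 0.01, gave p = 6.98e-68 adjusted over 35 list tests, and fry gave an adjusted p of 0.000214. In Rxra cKO cells the median was -1.72, with 24 genes lower and 3 higher (24 and 3 adjusted over the list alone; camera adjusted p = 3.78e-22). The interaction had a median of -3.66, with 27 genes more negative in wild-type and 2 more positive, the same numbers adjusted over the list alone (camera adjusted p = 2.19e-88). Both camera results for the cKO and the interaction also passed with fry.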

Turning to CNR (cleavage under targets and release using nuclease), we assessed the chromatin landscape of cultured HFSCs for the binding of RXRα and RARγ, the most likely retinoid heterodimer for HFSCs in vivo (fig. S5G) (35). A set of direct atRA target genes were identified (Fig. 2D), including known atRA targets (e.g. *Plekhb1*), positive regulators of a HFSC fate (e.g. *Sox9 and Tcf7l2*), and negative regulators of wound- and cancer-related stem cell behavior (e.g. *Fat1* and *Calcb*) (36–38). Thus, atRA acts at the chromatin level to resolve lineage plasticity by promoting HFSC identity while concomitantly silencing the EpSC fate.

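Plekhb1 (ENSMUSG00000030701, chromosome 7 from 100642892 to 100662414) had 0 counts in both wild-type FBS libraries and 196 in the wild-type atRA+PKCi libraries together, at least 55.5-fold higher with a floor of 3 counts over the group. It stood at 3.13 ± 0.478 CPM (SD, n = 2) in wild-type and 3.71 ± 0.546 CPM in Rxra cKO with atRA+PKCi, and at 0.137 ± 0.0101 CPM in Rxra cKO with FBS. The log2 fold change between genotypes in atRA+PKCi was 0.24 (adjusted p = 0.462, edgeR quasi-likelihood test). The interaction for Plekhb1, whose size depends on the wild-type FBS floor, had an adjusted p of 0.0164. It did not pass without wild-type FBS replicate 1 (adjusted p = 0.0841; fitted interaction 4.85) or without wild-type FBS replicate 2 (adjusted p = 0.0706; 4.86), or with DESeq2 (adjusted p = 0.0657).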

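Calcb (ENSMUSG00000030666, chromosome 7 from 114718643 to 114723365) had 2 counts in wild-type FBS and 1731 in wild-type atRA+PKCi, a ratio of 735 with a counting interval of 203 to 6074. In the cKO it rose from 1.21 ± 0.344 to 7.83 ± 0.67 CPM, and the interaction was 6.70 (standard error 0.44, adjusted p = 2.22e-05). Tcf7l2 (ENSMUSG00000024985, chromosome 19 from 55741820 to 55933654) rose from 6.17 ± 1.08 to 11.9 ± 1.05 CPM in wild-type, a log2 fold change of 0.95 (standard error 0.15, adjusted p = 0.000877), and from 7.25 ± 0.777 to 10.2 ± 0.787 CPM in the cKO. The cKO change of 0.50 (adjusted p = 0.0283) did not pass without Rxra cKO FBS replicate 2 (0.39), Rxra cKO atRA+PKCi replicate 1 (0.60) or Rxra cKO atRA+PKCi replicate 2 (0.42), or with DESeq2 (adjusted p = 0.0722). The interaction for Tcf7l2 was 0.45 (adjusted p = 0.171) and passed under none of the settings tried. Fat1 (ENSMUSG00000070047, chromosome 8 from 44935447 to 45052257) rose from 269 ± 70.5 to 581 ± 55 CPM in wild-type (log2 fold change 1.11, standard error 0.15, adjusted p = 0.000344) and from 260 ± 4.24 to 481 ± 23.1 CPM in the cKO (0.89, adjusted p = 0.00185). The interaction for Fat1 was 0.22 (adjusted p = 0.499), and it passed only without wild-type FBS replicate 1 (0.52, adjusted p = 0.0207). The edgeR quasi-likelihood test gave these p values except where DESeq2 is named.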

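Krt15 (ENSMUSG00000054146, chromosome 11 from 100131758 to 100135928) rose from 4.2 ± 0.779 to 4.5e+03 ± 103 CPM (SD, n = 2) with atRA+PKCi in wild-type cells, a log2 fold change of 10.07 (standard error 0.17, adjusted p = 6.16e-09, edgeR quasi-likelihood test). In Rxra cKO cells it rose from 7.37 ± 1.21 to 248 ± 4.18 CPM (5.07, standard error 0.14, adjusted p = 8.72e-08), and the interaction was 5.00 (standard error 0.19, adjusted p = 2.01e-06). Krt10 (ENSMUSG00000019761, chromosome 11 from 99385254 to 99389364) fell from 140 ± 18.1 to 6.31 ± 0.306 CPM in wild-type (-4.47, standard error 0.15, adjusted p = 5.81e-08). In the cKO it rose from 8.48 ± 0.169 to 26.3 ± 4.86 CPM (1.64, standard error 0.14, adjusted p = 3.61e-05). From the transcripts, chromatin and binding data together, the paper concludes that atRA resolves lineage plasticity at the chromatin level, promoting HFSC identity and silencing the EpSC fate.

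**Figure D3:**
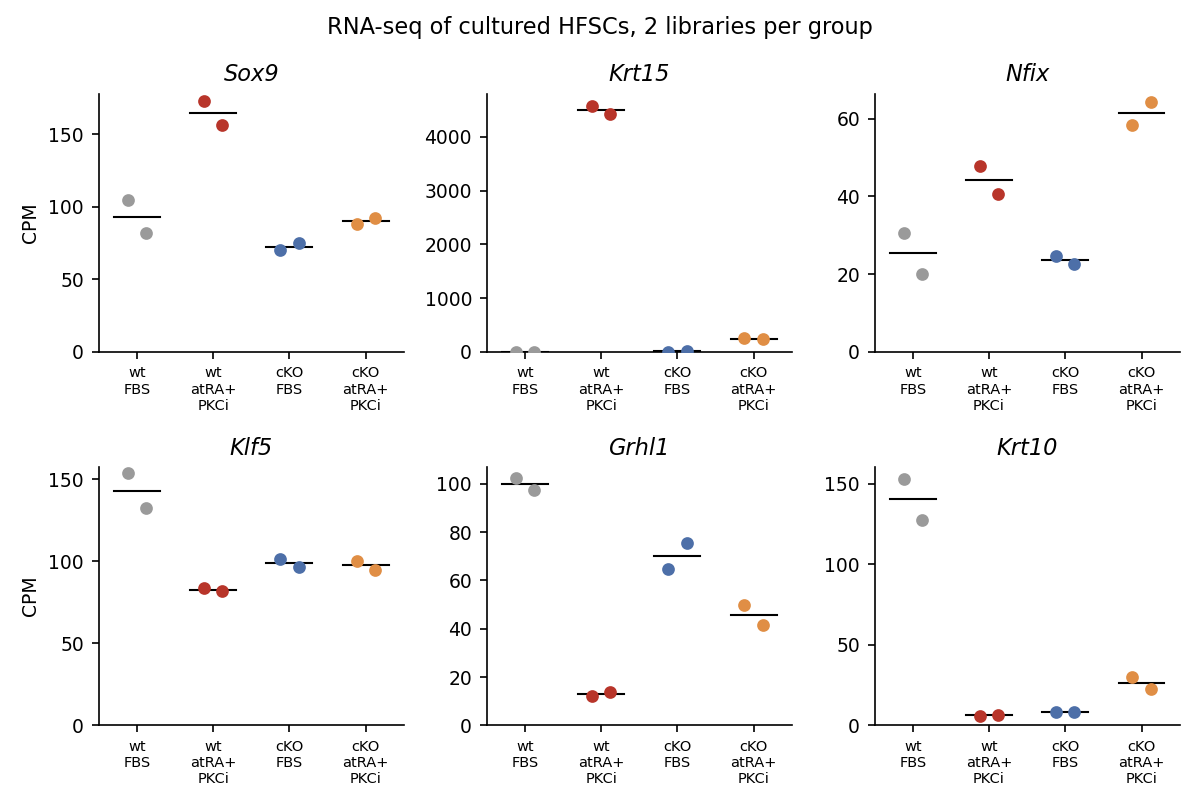
CPM of Sox9, Krt15, Nfix, Klf5, Grhl1 and Krt10 (vertical axis) in the 4 groups of wild-type and Rxra cKO libraries (horizontal axis), with one point per library and a line at the mean of 2 libraries. Krt15 was highest in wild-type atRA+PKCi, at a mean of 4.5e+03 CPM, and Krt10 in wild-type FBS, at a mean of 140 CPM.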

## atRA functions with BMPs and WNTs to regulate HFSC identity and lineage progression

Our chromatin landscaping revealed that although atRA signaling was essential to resolve lineage plasticity and shift HFSCs to a state more characteristic of in vivo homeostasis, atRA was not sufficient on its own to fully recapitulate in vivo HFSC features. Given our newfound ability to resolve lineage plasticity *ex vivo*, we turned to addressing how atRA interacts with other signaling pathways that are known to govern physiological HFSC behavior.

To this end, BMPs are produced by the inner ‘bulge’ layer of the HFSC niche and are responsible for maintaining quiescence (39–41) (Fig. 3A). Notably, although atRA was permissive for HFSC proliferation, the addition of BMPs overrode this response and triggered cell cycle exit (Fig. 3B and fig. S6A). BMP6 and atRA together showed the most potent effect as judged by quiescence markers *Nfatc1* (42) and a *Cxcl14-eGFP* reporter, both of which are also active in quiescent HFSCs in vivo but not in serum/growth factor-rich conditions in vitro (19) (fig. S6B). BMP6’s effects were optimal at low (10nM) atRA levels (Fig. 3B and fig. S6C). By contrast, PKCi exerted little or no effect on these parameters. These data imply that by suppressing lineage plasticity and poising chromatin for HFSC identity, atRA establishes the necessary foundation for working cooperatively with another niche factor, BMP, to accentuate quiescence and maintain stemness.

By contrast, the transition from HFSC quiescence to activation at the start of a new hair cycle is known to be controlled by BMP inhibitors and activators of canonical WNT signaling (43), induced through crosstalk with the nearby specialized mesenchyme called the dermal papilla (DP) (43). Once activated, HFSCs produce two progenitor populations: SOX9^+^TCF3/4^+^ cells in the upper outer root sheath (ORS), which harbors the HFSCs to be used for the next hair cycle (41), and short-lived, highly proliferative LEF1^+^TCF1^+^ transit-amplifying cells’(TACs) that maintain contact with the DP and ultimately give rise to the hair shaft (HS) and its channel, the inner root sheath (IRS) (44–46) (Fig. 3C).

Mimicking a wound state, none of the four WNT-regulating TCF or LEF transcription factors were expressed under standard serum conditions in vitro (16) or in serum-free conditions, even with PKCi. The coordinated effects of atRA and BMP6 on HFSC maintenance were consistent with their ability to increase TCF3/4 levels, raising the threshold for WNT activation (Fig. 3D and fig. S7A) (45). Conversely, R-spondins (Rspo) (47) mediated a canonical WNT-signaling switch between stemness and TACs by promoting proliferation only in the presence of atRA, simultaneously downregulating SOX9 and TCF3/4 and inducing LEF1 and TCF1 (45) (Fig. 3D and fig. S7, B to D). In this setting, the switch from quiescence to proliferation was optimal when Rspo was combined with a 10-fold higher atRA concentration (100nM) than was optimal for maintaining quiescence (Fig. 3D and fig. S7E).

These data suggested that although atRA is essential for maintaining a HFSC identity, its relative levels determine whether it will optimally function to maintain quiescence (low levels) or mediate the early stages of hair follicle (HF) regeneration (high levels). To test this *in vivo*, we topically applied atRA to the back skin of mice during the resting phase of the hair cycle and monitored hair cycle entry (48). atRA facilitated hair cycle entry in a dose-dependent manner, increasing 5-ethynyl-2’-deoxyuridine (EdU) incorporation in CD34^+^ HFSCs and accelerating HF downgrowth at early time points after administration (fig. S8A). This was abrogated by topical treatment with an inhibitor of RAR signaling (RARi). Accordingly, we observed an atRA-dependent delay in hair cycling when placing mice on a vitamin A-deficient diet, confirmed to deplete the skin of retinol without affecting body mass (fig. S8, B and C). Taken together, these data were consistent with and add mechanistic insights into prior observations that differences in retinoid levels affect hair growth (49–52).

## Directed differentiation to HF lineages via combinatorial niche signaling

In vivo, a myriad of secondary circuits and intercellular interactions operate within the native microenvironment of the skin and participate in hair regeneration. By suppressing the epidermal fate and resolving lineage plasticity, retinoids provided a culture platform for teasing apart the complex lineage signals that directly affect HFSCs and specify the spatiotemporally defined concentric lineages of the fully grown HF.

As the hair cycle progresses in vivo, WNT-active proliferating cells bifurcate into the expanding *Lgr5*^+^ ORS and more committed *Cux1*^*+*^*Lgr5*^*neg*^*Lef1*^*+*^ TACs. Although *Lgr5* and *Lef1/Tcf1* are canonical WNT targets (53, 54), their expression in vitro and in the HF were mutually exclusive (Fig. 3C and Fig. 4A). Using our culture system, we dissected the underlying reasons. Both *Lef1* and *Cux1* were sensitive to WNT signaling (fig. S9, A and B). However, *Cux1* upregulation was optimal under BMP^hi^ conditions, thereby bifurcating progenitors into the discrete lineages of the growing HF (44, 55) (Fig. 4B). By contrast, *Lgr5-EGFP* required BMP inhibition and atRA for optimal activity alongside WNT stimulation (Fig. 4B and fig. S9C). These findings suggested that through reliance upon multiple signaling inputs, the expression of WNT target genes can be tailored to suit the particular needs of different stem cell niches.

Using our culture system to disentangle the signals critical for distinguishing HS and IRS differentiation, we took advantage of distinct *Cux1*-associated enhancer elements that faithfully drive reporter activity in these separate fates downstream of TACs and upstream of hair formation (45) (Fig. 4C and fig. S9D). Using these reporters, we consistently found that the resolution of lineage plasticity in cultured HFSCs was required to specify TACs and downstream progenitors responsible for making the HS and IRS lineages that are marked by their transcription factors HOXC13 and GATA3, respectively (Fig. 4D). BMP2 and BMP4 were most effective in upregulating reporter activity (fig. S9E). By contrast, conditions that perpetuate lineage plasticity were incompatible with differentiation to any hair lineage (Fig. 4D). Within colonies where dual IRS and HS differentiation was observed, spatial organization emerged as it does *in vivo*, with GATA3 (IRS) localized more centrally while HOXC13 (HS) was enriched in peripheral cells (fig. S9F).

Notably, further lineage restriction to specify the HS and its channel was achieved by inhibiting RAR-RXR receptor activity (Fig. 4D). Taking our findings to an in vivo setting, we applied atRA or RARi to the back skins of mice at mid-anagen, when the HS and IRS begin to form (Fig. 4C). Topical atRA substantially reduced the size of the hair bulb overall, reduced the relative proportion of HOXC13^+^ to GATA3^+^ cells, and impeded hair cycling (fig. S10A). Thus, although atRA is required to promote HFSC specification and enable lineage progression, proper formation of the HS relies upon downstream atRA repression.

By reconstituting lineage-specified cell populations in vitro, we could assess their in vivo regenerative potential. Yellow fluorescent protein (YFP)-labeled progenitors from each group were combined with allogenic dermal fibroblasts and transplanted onto mouse back skins (56). Upon engraftment, our HFSCs efficiently produced hair when they had been cultured in serum-free media primed with either atRA+PKCi alone, atRA+PKCi+BMP6 or atRA+PKCi+Rspo (Fig. S10B). However, if HFSCs were co-treated with Rspo and BMP2/4, with or without RAR inhibitors, hair production was abolished. This result indicated that cell populations that had advanced beyond the progenitor state were irreversibly committed to differentiation and were defective at hair regeneration.

Altogether, these findings underscored the value of our system in dissecting complex signaling intersections that occur within HFSCs as they transition from quiescence to activation to differentiation. In particular, we elucidated the importance of resolving HFSC lineage plasticity as a prerequisite to generating a microenvironment conducive to receiving the multifaceted signals required to maintain HFSCs and to orchestrate their progression along discrete lineage pathways.

## Mapping cultured HFSCs to the in vivo HF with single cell transcriptomics

To more rigorously evaluate the similarities between the HF lineage program *in vivo* and that produced by our stepwise differentiation program *in vitro*, we again turned to scRNA-seq. 

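Cells of the anagen back skin of 2 mice at postnatal day 32 were sequenced on the 10x platform, and the authors deposited whole UMI counts for 32285 features from CellRanger 7.0.0, called cells only. Mouse 1 gave 16521 barcodes with 145318618 UMIs and mouse 2 gave 16068 barcodes with 167258677 UMIs. The filters used for the cultured cells kept 14458 and 13915 barcodes, with medians of 8869 and 10594 UMIs and 3105 and 3454 genes. Scrublet, with an expected doublet rate of 6%, removed a further 829 (5.73%) and 429 (3.08%). The 13629 and 13486 cells left were clustered together with Seurat 5.3.0 on 2000 variable genes and 30 principal components at a resolution of 0.5. Each cluster was named by the list of cell type markers with the highest score, from lists written before the counts were seen, and left unnamed where the score was too low or too few markers were found. No correction between mice and no removal of free RNA was applied.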

For a reference dataset, we used transcriptomes of cells purified by fluorescence activated cell sorting (FACS) of autologous anagen-phase HFs. We then evaluated the characteristics of every culture-derived HF cell type after their integration with Harmony, an algorithm for performing integration of single cell genomics datasets (57).

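The 27115 cells formed 33 clusters, which fell into 12 named classes and a group of clusters that no marker list named. In mouse 1, outer root sheath (ORS) cells made up 8.05% of cells, transit-amplifying cells (TACs) 18.9%, inner root sheath (IRS) cells 7.72%, hair shaft cortex 2.96% and medulla 3.10%, and epidermis suprabasal cells 2.24%. In mouse 2 the same classes made up 9.35%, 16.1%, 4.52%, 1.35%, 2.28% and 2.18%. Unnamed clusters held 15.7% and 26.2% of cells. Fibroblast, muscle, immune, melanocyte, endothelial and Schwann cell classes made up the rest. No cluster was named by the HFSC list. At a resolution of 1.0 (42 clusters), a cluster of 145 cells (84 and 61 per mouse, median 6076 UMIs) had Krt15 and Krt24 among its leading genes, and it served as the in vivo comparison for HFSCs. It was chosen after the clusters were seen.

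**Figure D4:**
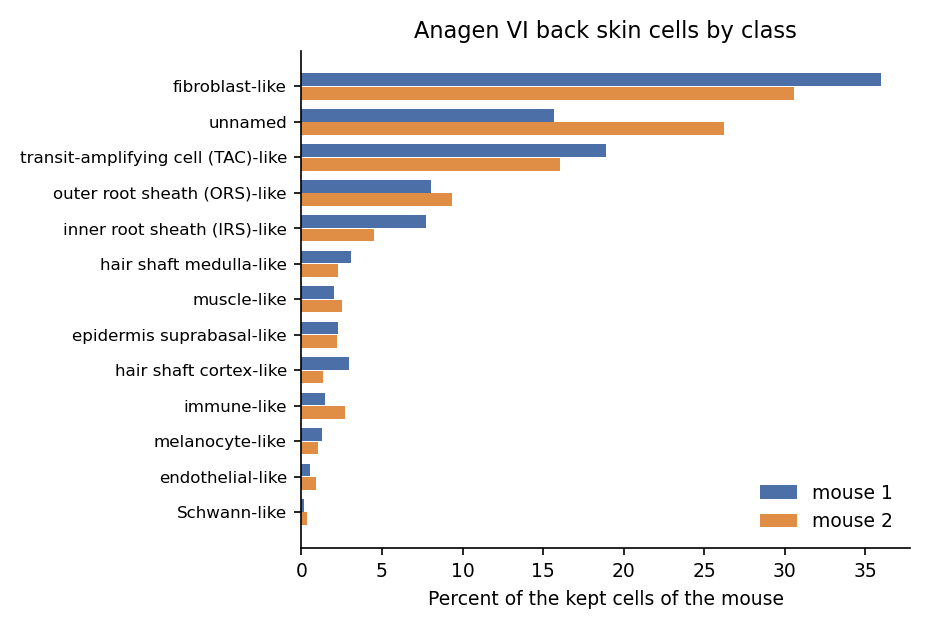
Percent of kept cells (horizontal axis) in each class (vertical axis), with one bar per mouse. Fibroblasts were the largest named class, at 36.0% in mouse 1 and 30.6% in mouse 2.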

Clustering after dimensional reduction by ‘uniform manifold approximation and projection’ (UMAP) identified 12 annotated cell types that captured the full complexity of HF fates (Fig. 4, E and F and fig. S11A). Similar results were achieved using cluster assignments and prediction scores calculated with a weighted nearest neighbor approach (58) (fig. S11B). 

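Classes were transferred from the in vivo cells to the cultured cells with FindTransferAnchors and TransferData in Seurat, over 30 dimensions, with 280 anchors to 336 query cells. The predicted classes of the 3 atRA+PKCi cells were suprabasal for 1 cell and ORS for 1 cell in mouse 1, and ORS for 1 cell in mouse 2. Among the other cultures, the ORS class received 17.7% of BMP2/4 cells of mouse 1 (exact 95% interval 11.2 to 26.0%) and 38.5% of mouse 2 (13.9 to 68.4%). The unnamed clusters received 54.0% and 30.8% of BMP2/4 cells and the suprabasal class 28.3% and 30.8%. With classes assigned by Spearman correlation the ORS shares became 4.42% and 0, where the median rho of the best cluster was 0.40. Stricter cell filters gave 12.5% (2 of 16 cells) and 0 (of 2 cells). With in vivo clusters at resolution 1.0 both were 0, and 15.9% (18 of 113 cells) and 30.8% (4 of 13) fell in the upper hair follicle class, which is the Krt15-high cluster. The 3 atRA+PKCi cells were all suprabasal at resolution 1.0, by Spearman correlation, and when clusters were transferred in place of classes.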

Cultured HFSCs exposed to atRA and PKCi predominantly clustered with the upper ORS (uORS), analogous to the ‘bulge’ and known to retain stemness across hair cycles (41). 

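No cell of the Rspo, BMP2/4, Rspo+BMP2/4 or RARi cultures was predicted as a TAC, IRS, cortex or medulla cell. The Rspo cells were placed in unnamed clusters (40% in mouse 1, 83.3% in mouse 2), the suprabasal class (40% and 16.7%) and the ORS class (20% and 0), out of 5 and 6 cells. Rspo+BMP2/4 cells were placed in unnamed clusters (53.3% and 40.7%), the suprabasal class (26.1% and 29.6%) and the ORS class (20.7% and 29.6%), out of 92 and 27 cells. At resolution 1.0 the ORS shares of all cultures were 0, and 16.3% and 18.5% of Rspo+BMP2/4 cells fell in the upper hair follicle class. When clusters were transferred in place of classes, every placement in an unnamed cluster fell in the same one, a cluster of 672 cells with a median of 1590 UMIs, whose leading genes were Cfd, Retn, Car3, Thrsp and Adipoq. It received 50.4% of Rspo+BMP2/4 cells (60 of 119), 51.6% of BMP2/4 cells (65 of 126) and 7 of 11 Rspo cells. None of those leading genes is in the hair follicle marker lists, so such placements cannot show whether TACs or mature lineage cells were present. TAC marker genes took 0.0328% and 0.0234% of UMIs in Rspo cells and 0.0750% and 0.111% in Rspo+BMP2/4 cells, against 0.331% and 0.437% in the in vivo TAC class and 0.0242% and 0.0360% in fibroblasts, which can hold free RNA of other cells. B-27 cells had 0.0296% and 0.0382%. In the Rspo, Rspo+BMP2/4 and B-27 cells, most of this share came from Cux1, whose CPM are given below. The share therefore does not stand for the TAC list as a whole. IRS marker genes took 0.00403% and 0.00379% in Rspo+BMP2/4 cells, 0.00529% and 0.0109% in B-27 cells, and 0.809% and 0.753% in the IRS class.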

HFSCs exposed to Rspo were more similar to shorter-lived TACs, whereas HFSCs treated with Rspo and BMPs corresponded to the major lineages of mature HFs (46).

As judged by Monocle3 (59), an analysis toolkit to evaluate RNA-seq data and infer the trajectory of differentiation, our cultured HFSCs followed an orderly route by advancing through progenitor states and terminating in the robust induction of HS genes (fig. S11C). 

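Hair shaft (HS) cortex marker genes, which include Hoxc13 and the hair keratins, took 0.00369% and 0.00281% of UMIs in Rspo+BMP2/4 cells of mice 1 and 2 and 0.00452% and 0.00450% in BMP2/4 cells. B-27 cells had 0.000529% and 0.000455% (1 UMI each), fibroblasts in vivo, which can hold free RNA of other cells, had 0.00438% and 0.00319%, and the cortex class had 0.575% and 0.499%. Of the 96 and 20 UMIs behind the Rspo+BMP2/4 shares, 94 and 18 were of Hoxc13, and the other 2 in each mouse were of the hair keratins. No UMI of these genes was found in Rspo cells, which allows a share of up to 0.00269% and 0.00254% (exact 95% limits). Hoxc13 stood at 36.1 and 25.3 CPM in Rspo+BMP2/4 cells and 44.6 and 43.1 CPM in BMP2/4 cells (165 and 22 UMIs), with 1 UMI in each B-27 sample and 0 in atRA+PKCi and Rspo cells. In vivo it stood at 11.3 and 12.9 CPM in fibroblasts, 102 and 125 CPM in ORS cells and 629 and 705 CPM in cortex cells. Its log2 fold change in BMP2/4 over B-27 was 3.26 (standard error 0.80, adjusted p = 0.0115, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment on the sums per mouse), short of adjusted p under 0.01. It passed at an adjusted p of 0.00587 when hashtags were assigned by a 70% share of hashtag counts and at 0.00275 with no filter on low counts.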

BMPs drove positioning along this axis, advancing cells to later stages of pseudotime. 

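Diffusion pseudotime was computed with scanpy 1.11.5 (30 neighbors, 20 principal components), rooted at an atRA+PKCi cell with high Sox9 that also had UMIs of Klf5. Medians for mice 1 and 2 were 0.115 (quartiles 0.0965 to 0.850) and 0.142 (0.113 to 0.151) in Rspo cells, 0.148 (0.109 to 0.193) and 0.209 (0.133 to 0.327) in BMP2/4 cells, and 0.157 (0.145 to 0.256) and 0.228 (0.149 to 0.672) in Rspo+BMP2/4 cells. The order Rspo, BMP2/4, Rspo+BMP2/4 held in each mouse, while the quartiles overlapped, and no test was made. The atRA+PKCi cells had medians of 0.447 (2 cells, one of them the root, which is 0 by construction) and 0.281 (1 cell), above those of these cultures, and were too few to place the condition. With RARi the medians were 0.909 and 0.161. Assigning hashtags by a 70% share moved the values most, to 0.256 and 0.261 in Rspo, 0.251 and 0.288 in BMP2/4, and 0.276 and 0.348 in Rspo+BMP2/4 cells, and Rspo then exceeded BMP2/4 in mouse 1. With 10 principal components, Rspo and BMP2/4 of mouse 1 stood at 0.105 and 0.104. Free RNA was not removed and can enter these positions.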

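Sums of UMIs per mouse and condition were tested over 6265 genes with 5 residual degrees of freedom, and genes were called at adjusted p under 0.01 with an absolute log2 fold change over 1, the threshold of the paper's methods. Contrasts were chosen after the numbers of cells were seen, since atRA+PKCi and FBS had too few. Between BMP2/4 and B-27 cultures, which differ by BMP2/4 and by atRA+PKCi, 27 genes were higher and 331 lower. Between Rspo+BMP2/4 and B-27, 31 were higher and 319 lower. Leaving out a replicate left 1 sum in each compared culture, assumed to vary like the sums of the other cultures. Such fits cannot show whether these counts are stable, and only changes are given for them here. In BMP2/4 cells, Lgr6 rose by 4.02 on the log2 scale over B-27 (standard error 0.69, adjusted p = 0.000562, edgeR quasi-likelihood test) and the BMP target Id2 by 3.97 (standard error 0.70, adjusted p = 0.000662). The changes were 3.51 for Lgr6 and 3.31 for Id2 without replicate 1, and 4.98 and 5.08 without replicate 2. Flg fell by 7.70 (standard error 0.68, adjusted p = 6.66e-07).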

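Among cultures that all held atRA+PKCi, edgeR called 0 genes either way for Rspo+BMP2/4 against BMP2/4 (44 genes at unadjusted p under 0.05), Rspo+BMP2/4 against Rspo (423), BMP2/4 against Rspo (363) and RARi against no RARi with Rspo+BMP2/4 (232). DESeq2 called 1 higher and 3 lower for Rspo+BMP2/4 against Rspo, 3 higher and 0 lower for BMP2/4 against Rspo, and 0 in the other contrasts. In simulated data with these depths, a log2 change of 3 was recovered for 93.7% of genes between Rspo+BMP2/4 and BMP2/4, 75.7% between Rspo+BMP2/4 and Rspo, and 78.6% for RARi. For a change of 2 the recovery was 47.9%, 6.15% and 31.9%. Cux1 stood at 682 and 824 CPM in BMP2/4, 699 and 1079 in Rspo+BMP2/4, 255 and 193 in Rspo, and 217 and 250 in B-27 cells. The change of Cux1 in Rspo+BMP2/4 over B-27 was 1.96 (adjusted p = 0.0454), short of adjusted p under 0.01 with edgeR, and it passed with DESeq2 (adjusted p = 0.00226) and with hashtags assigned by a 70% share (adjusted p = 0.00312).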

Differentially expressed gene (DEG) analysis identified ‘signature genes’ and biological processes previously associated with each HF cell type (60), corroborating the fidelity of our protocols (fig. S11D). Overall, our ability to define conditions that achieve lineage specification and differentiation of HFSCs outside of their native niches suggests that soluble signals are central to lineage specification.

Seeking potential mechanisms underlying stem cell fate decisions, we performed pathway enrichment analysis on our cultured HFSCs relative to HFSCs in their native niche. 

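The 29 genes of the epidermal differentiation list took 2.08% (exact 95% interval 2.02 to 2.15%) and 1.85% (1.80 to 1.91%) of UMIs in B-27 cells of mice 1 and 2. In atRA+PKCi cells they took 0.154% (0.127 to 0.185%) and 0.922% (0.835 to 1.02%), from 2 cells and 1 cell. In cultures that held other factors beside atRA+PKCi they took 0.486% and 0.171% with Rspo, 0.286% and 0.270% with BMP2/4, and 0.260% and 0.243% with Rspo+BMP2/4. The Krt15-high cluster in vivo had 0.243% (0.228 to 0.257%) and 0.159% (0.148 to 0.171%), and the suprabasal class in vivo had 0.917% and 0.819%. In BMP2/4 against B-27 cultures, 22 genes of the list were tested, their median log2 fold change was -3.71, and 18 were lower and 0 higher (20 and 0 adjusted over the list alone). Camera gave an adjusted p of 1.43e-23 and fry of 0.000348 for that contrast. Rspo+BMP2/4 against B-27 gave a median of -3.84. Krt10 fell by 2.77 in BMP2/4 against B-27 (standard error 0.56, adjusted p = 0.00226, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Without replicate 1, a fit with 1 sum in each of these cultures, the change was -1.16.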

Epidermal differentiation was among the most notable features prevented by atRA and PKCi and in line with in vivo HFSCs (fig. S12). By contrast, extracellular matrix (ECM) assembly, global translation, and glycolysis were all enriched in cultured stem cells, whereas HFSCs in vivo maintain ECM at steady state levels (61, 62), low rates of translation (63, 64), and rewire metabolic networks (65). These differences likely reflected the need for HFSCs in vitro to overcome these constraints to self-renew and expand.

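Genes of the ECM list took 0.485% and 0.557% of UMIs in the Krt15-high cluster in vivo and 0.292% and 0.104% in atRA+PKCi cells, with 0.275% and 0.285% in BMP2/4 and 0.203% and 0.368% in Rspo+BMP2/4 cells. Fibroblast marker genes took 0.200% and 0.349% of UMIs in the Krt15-high cluster and 0 in every culture, and the ECM list took 2.00% and 2.08% in fibroblasts. Free RNA, doublets and misassigned cells can each bring fibroblast transcripts into the cluster, and they were not separated. Glycolysis genes took 0.160% and 0.116% in the Krt15-high cluster, 0.866% and 0.662% in atRA+PKCi, 1.21% and 1.07% in BMP2/4, and 0.484% and 1.01% in B-27 cells. Ribosomal protein genes took 11.5% and 9.50% in vivo, 20.6% and 13.0% in atRA+PKCi, and 11.1% and 16.2% in B-27 cells. Translation factor genes took 0.751% and 0.642% in vivo and 1.48% and 1.46% in atRA+PKCi cells. Culture and cell preparation differed together between these groups, and with 2 mice no test was made.

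**Figure D5:**
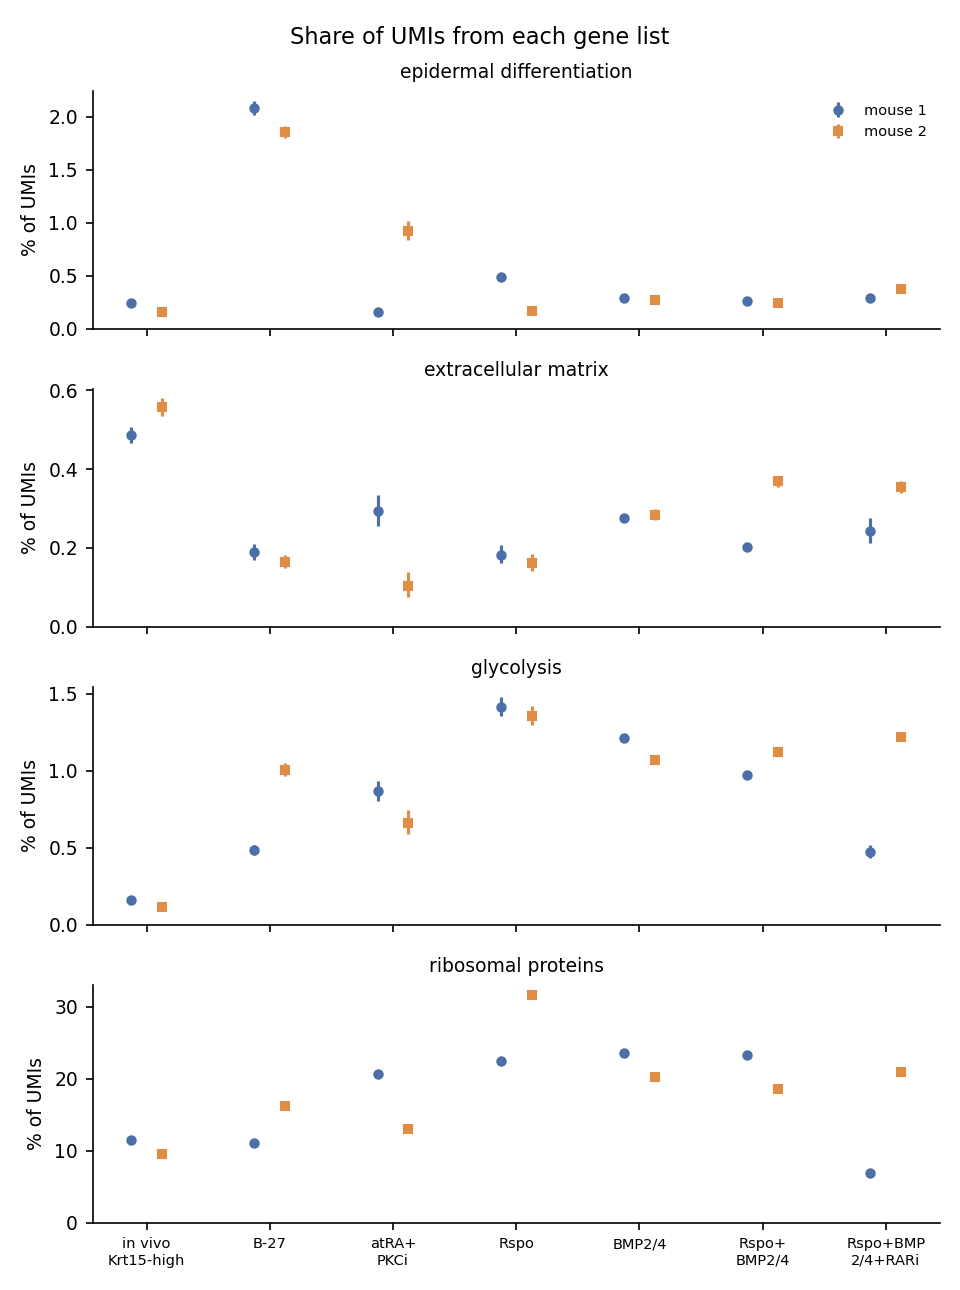
Percent of UMIs (vertical axes) taken by genes of epidermal differentiation, extracellular matrix, glycolysis and ribosomal proteins in the Krt15-high cluster in vivo and in each culture (horizontal axis), with one point per mouse and bars for exact 95% counting intervals. Glycolysis genes were lowest in vivo, at 0.160% and 0.116%.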

## atRA functions in wound repair by regulating the dynamics of lineage plasticity

The recruitment of HFSCs to epidermal repair is a multistep process first involving the entry of HFSCs into lineage plasticity, then a subsequent fate switch from HFSCs to EpSCs, and finally the rebalancing of stem cell numbers across tissue compartments. Having established that atRA signaling is transiently lost after injury (Fig. 2A), we turned to addressing whether blocking atRA signaling would more readily enable HFSCs to adopt an epidermal fate. We first conditionally deleted *Rxra* in HFSCs in telogen and then initiated a shallow wound. The loss of the transcriptional effector of atRA preferentially mobilized lineage-traced HFSCs to re-epithelialize the denuded epidermis (Fig. 5B and fig. S13A). By contrast, hair regrowth was also severely compromised, which suggests that restoring atRA activity after an injury might be necessary to resolve lineage plasticity and reinstate the production of HF fates.

To corroborate these findings, we again turned to our *in utero* delivery system to mosaically transduce the skin epithelium of *Sox9CreER;Rosa26-LSL-YFP* mice with an RFP marker and a constitutive *Cyp26b1*, a monooxygenase that catalyzes the degradation of atRA to 4-oxo-RA (51) (Fig. 5A). As verified in HFSC cultures, atRA was significantly more potent than 4-oxo-RA or other vitamin A derivatives (fig. S13B). Consequently, destabilizing intrinsic atRA levels by *Cyp26b1* overexpression had deleterious effects on HFSC identity and behavior (fig. S13C). In vivo, RFP^+^*Cyp26b1*^+^ HFSCs were significantly more likely compared with their WT counterparts to contribute to epidermal repair at the expense of remaining within the HF (Fig. 5C and fig. S13, D and E). *Cyp26b1* overexpression also prevented hair production in grafted HFSCs, confirming that endogenous atRA is a potent determinant of stem cell fate in a wounding scenario (Fig. 5C). When topically administered immediately after wounding, atRA but not 4-oxo-RA caused a higher fraction of HFSCs to remain in the ‘bulge’ instead of undergoing a fate change to become EpSCs, whereas RAR inhibition had the opposite effect and slowed HF downgrowth (fig. S14). Altogether, these finding underscore the importance of atRA to HFSC identity and function.

Finally, we assessed the consequences of tipping the balance towards lineage plasticity in a more clinically relevant setting by placing mice on a vitamin A-deficient diet and monitored the wound repair process. Wound-mobilized HFSCs experiencing vitamin A deficiency entered a prolonged state of dual lineage potential, quantified by SOX9 and KLF5 expression in lineage-traced HFSCs (Fig. 5D and fig. S15A). By contrast, topical atRA resulted in fewer HFSCs entering the lineage plasticity state. This extended lineage plasticity likely arose from reduced substrate availability rather than an altered rate of conversion to atRA because vitamin A deficiency did not alter ALDH1A expression (fig. S15B).

The consequences of prolonged lineage plasticity were substantial, as vitamin A-deficient wounds exhibited a marked delay in hair regeneration accompanied by an enhanced contribution to repairing epidermis (Fig. 5D, fig. S15C). Depilation in vitamin A-deficient mice also displayed significantly slowed hair regrowth while favoring lineage-traced HFSCs to repopulate the epidermis (fig. S15D). Each of these features were rescued by topically applying atRA to the wound bed, underscoring the tissue-specific nature of the response (Fig. 5D). Paradoxically, despite the increased flux of HFSCs into the epidermis in vitamin A-deficient wounds, restoration of the skin barrier was still delayed (fig. S15E). Stem cell expansion during repair was unchanged, pointing to delayed lineage plasticity resolution as the root of this barrier reformation deficit and illuminating the need to tightly regulate this process during an injury response.

## Discussion

Vitamin A deficiency is a major health issue globally, and topical retinoids are often used in both clinical and cosmetic applications to rejuvenate the skin (66, 67). However, despite the profound influence of retinoids on skin biology, the field has lacked a clear picture as to how atRA directs stem cell behavior in homeostatic or wound-induced regenerative processes. Although topical atRA stimulates folliculogenesis in full-thickness wounds (68, 69), excessive atRA availability has also been reported to inhibit hair cycling and cause alopecia (50, 51, 70). Similarly, although atRA has long been known to promote proliferation and suppress epidermal differentiation, both positive and negative effects have been described during epidermal repair (71, 72). The field is further complicated by the fact that many non-epithelial cell types present in barrier organs also respond to retinoids (73–75).

Traditionally, stem cell culture has been viewed as an attractive approach to unravelling such pleiotropic effects. However, this has not been the case for hair biologists despite skin being the pioneering model for stem cell culture (76). Our findings exposed lineage plasticity as a major impediment to obtaining meaningful mechanistic insights in vitro on how stem cells select cell fates in response to local niche signals. In so doing, we discovered that atRA levels function at the helm in governing stem cell identities within the skin, which in turn is essential for the tasks that these stem cells will perform in homeostasis and wound repair.

Our findings were particularly interesting in that atRA-induced signaling has also been found to control hematopoietic stem cell (HSC) behavior. In the bone marrow, atRA appears to maintain HSC quiescence under duress (77). In the skin, atRA functions more prominently in resolving lineage plasticity, being required for lineage specification, whereas quiescence seems more the task of BMP signaling. Nonetheless, the finding that atRA signaling functions critically in maintaining stemness of both HFSCs and HSCs suggests a broader and more important role for this metabolite in stem cell biology than previously realized.

In our studies, we showed that RXR transcription factors directly target master regulators at the core of stem cell identity in the skin, activating HFSC genes while suppressing an epidermal fate. These chromatin dynamics are essential for BMPs to work cooperatively with atRAs in maintaining HFSC identity and quiescence and for HFSCs to respond to external signals that orchestrate lineage determination in hair regeneration. That lineage plasticity must be resolved before stem cells can respond effectively to different maintenance and lineage-defining cues explains, at least in part, why so little progress has been made over the years in recapitulating the hair integumentary system outside the body.

We found that this knowledge could also be seamlessly applied to damaged skin, as stem cells must first enter this plastic state to cross tissue compartments and participate in their regeneration (4). We provide evidence that to do so, atRA levels must fall. Our data also imply that once re-epithelialization is complete, HFSCs and EpSCs must cede this cell fate flexibility so they can return to their physiological function, a process requiring the restoration of atRA levels. If atRA levels are too high, HFSCs fail to enter lineage plasticity and cannot contribute to epidermal repair. If too low, prolonged lineage plasticity disproportionally promotes epidermal fate contribution at the expense of hair regeneration. In either case, the ability to repair wounds and restore the skin barrier is delayed but for different underlying reasons, explaining prior ambiguities with regards to the role of retinoids in wound repair.

Our findings provide insights into the importance of resolving lineage plasticity to properly regenerate tissue. They also confirm atRA as a powerful rheostat of stem cell fate during repair. This notion paves the way for future dissection of niche complexities in controlling the production of all HF fates uncomplicated by secondary effects, including their interactions with other niche components including neurons, immune cells, lymphatics, melanocytes, and mesenchymal cells. Our platform will also be useful for the high-throughput examination of therapeutic modalities designed to treat skin and hair disorders, speeding the translation of basic research into clinical practice. Finally, given the broad effects of retinoids and the widespread occurrence of lineage plasticity in wounding and in cancer, the principles that we have established will likely be applicable to other conditions and tissues.

## Materials and Methods

### Mice and procedures

Mice were maintained and all animal experiments performed in the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC)-accredited Comparative Bioscience Center at The Rockefeller University (RU) in accordance with NIH guidelines for Animal Care and Use. All protocols were approved by the Institutional Animal Care and Use Committee (IACUC; protocols no. 23008-H and no. 23038-H) and RU’s Institutional Animal Care and Use Committee. The following mice were used and cross-bred as needed in this study, purchased or previously generated in the Fuchs laboratory as noted: Sox9-CreER (C57BL/6 background; donated by H. Akiyama) (10), Rxra;fl-fl (C57BL/6 background; JAX no. 013086) (78), Rosa26-YFP (C57BL/6J background; JAX no. 006148), Lgr5-EGFP-IRES-CreER (C57BL/6 background; JAX no. 008875), immune-incompetent nude (Nu/Nu, CRL no. 088), wild-type CD1/ICR (CRL no. 022), and C57BL/6J (JAX no. 000664). Mice of all strains were housed in an environment with controlled temperature and humidity on 12-hour light-dark cycles. Age- and sex-matched mice, including littermates whenever possible, were used. Tamoxifen (50 μg/g) was administered intraperitoneally to mice 1 to 2 weeks before to CreER-mediated lineage tracing experiments. EdU (25 μg/g) was intraperitoneally injected 1 to 4 hours before sacrifice to label proliferating cells.

Dietary interventions were initiated in adult mice during 2^nd^ telogen (~postnatal day 50 to 55). Mice were placed on a modified sterile/irradiated vitamin A-free diet (no. 5BTN; W.F. Fisher and Sons, Inc.) or maintained on a control diet (no. 5053; 15 Ul/g) for >3 months. Mice were anesthetized with isoflurane and given a preoperative subcutaneous injection of buprenorphine (0.1 mg/kg BW) every month for orbital sinus blood sample collection (0.5 cc) and 8 mm posterior skin biopsy collection to determine the levels of systemic and local retinol and retinyl esters by liquid chromatography-mass spectrometry (LC-MS). Animals were monitored daily for potential adverse health effects of dietary intervention and body weight was measured weekly.

Abrasion (shallow) wound experiments were performed using a method modified from Levy et al. (79). Adult mice during telogen were anesthetized with isoflurane and preoperative injection of buprenorphine (0.1 mg/kg BW) was administered subcutaneously. Back skins were shaven, treated with hair removal cream (Veet), and washed with sterile distilled water. Bare skins were gently stretched and a Dremel tool (100 series) with polishing wheel attachment (520; Dremel, Inc.) was used to remove the epidermis and upper HF by polishing a ~1×1cm portion of skin laterally 6–8 times. For depilation experiments, molten wax was applied to the hair coats of anesthetized mice and stripped after hardening. To assess barrier reformation, a Tewameter TM300 (Courage + Khazaka Electronic GmbH) was used to take transepidermal water loss (TEWL) measurements from the back skin of wounded mice. When measuring wounds that have not yet healed, the probe was pressed gently against the scab.

For all topical treatments during wound healing or in healthy skin and at the indicated times during the hair cycle, mice were anesthetized with isoflurane. 50 μl/cm^2^ (0.5 mg/cm^2^) atRA, AGN193109 (pan-RAR inhibitor), or vehicle (ethanol) control were applied topically daily for the indicated intervals. To confirm the hair cycle stage before treatment, back skin hair was trimmed during the prior telogen stage and monitored daily for hair regrowth using the guidelines provided by Muller-Rover *et al.* (80).

Chamber grafts using cultured HFSCs and freshly isolated dermal fibroblasts were performed as described in Weinberg *et al.* (56). Briefly, immuno-incompetent recipient nude mice were anesthetized using Ketamine (100 mg/kg BW)/Xylazine (10 mg/kg BW) before grafting and placed in autoclaved cage units for the duration of the experiment. Cells were mixed and transferred into a silicone dome (chamber) implanted onto the dorsal surface of the recipient mouse in a 1 cm skin graft bed. Chambers were removed 10 days post-implantation and the graft site was examined and photographed weekly for the appearance of skin and hair. Grafted skin was collected after 4–6 weeks and prepared for further examination using histological methods.

### In utero lentiviral transduction

*RARE* activity measurements (31, 32) and inducible *Cyp26b1* overexpression were achieved by in utero injection of lentivirus into the amniotic sacs of embryonic day (E) 9.5 mice, as previously described (27). The surface ectoderm exists as a single layer of unspecified progenitors at E9.5, which can be stably transduced without infecting dermal cell types or otherwise altering the embryonic environment. In brief, the *RARE*-RFP sequence (Addgene; plasmid #183054) was cloned alongside a ubiquitous phosphoglycerate kinase promoter (*Pgk*)-driven *H2B-GFP* to identify transduced cells. The full-length *Cyp26b1* open reading frame (Origene Technologies; NM_175475) was cloned downstream of a synthetic CAG promoter (frequently used to drive expression of mammalian transgenes), lox-stop-lox (LSL) sequence, and *Pgk*-*H2B-RFP*. After sequence verification and viral production, 1μl of either lentivirus was injected *in utero* into E9.5 wild-type embryos (*RARE*-RFP) or embryos carrying *Sox9-CreER* and *Rosa26-YFP* transgenes (*Cyp26b1*-OE). *CreER*, *H2B-GFP*, and *H2B-RFP* expression was validated in transduced pups after birth by quantitative polymerase chain reaction (qPCR) as needed. In this system, delivered cargo is stably integrated into the skin epithelial chromosomal DNA and propagated into adulthood in the epidermis and hair follicles. Lentiviruses can be titrated as desired to achieve either broader coverage (*RARE*-RFP) or mosaic infection to allow for direct comparison between infected and non-infected cells (*Cyp26b1*-OE).

### Liquid chromatography-mass spectrometry (LC-MS)

To quantify the impact of a vitamin A-deficient diet for 3 months on adult *Sox9-CreER;Rosa26*-*YFP* mice, serum and skin biopsies were stored @ −80°C until processing. Serum was resuspended in 0.1ml 75:25 acetonitrile:methanol extraction buffer containing 0.01% w/v butylated hydroxytoluene with 60nM D_6_-retinol and 10nM ^13^C_3_-retinyl palmitate (Cambridge Isotope Laboratories). Biopsies were resuspended in 0.5ml extraction buffer with 2.5nM D_6_-retinol and 0.5nM ^13^C_3_-retinyl palmitate and 5 mm bead-homogenized 2x at 30 sec^−1^ for 30 sec each using a TissueLyser II (Qiagen). After centrifugation for 10 min at 10,000 g, all supernatant was collected.

Extracts were reconstituted in 50 μl of 65:30:5 acetonitrile:isopropanol:water (v/v/v), vortexed for 15 sec, and centrifuged at 20,000 g for 30 min at 4°C. 5 μl of supernatant was injected into the LC-MS in a randomized order. Lipids were separated on an Ascentis Express C18 2.1 mm × 150 mm × 2.7 μm particle size column (Supelco) connected to a Vanquish UPLC system and a Q Exactive benchtop orbitrap mass spectrometer (Thermo Fisher), equipped with a heated electrospray ionization (HESI) probe (81). The mass spectrometer was operated with the following parameters: positive ion polarity; spray voltage, 3500 V; heated capillary temperature, 320 °C; source temperature, 250 °C; S-Lens RF level, 45; sheath gas, 60 (arbitrary units); auxiliary gas, 20 (arbitrary units). External mass calibration was performed every three days using the standard calibration mixture.

Mass spectra were acquired in both positive ionization modes using full MS and parallel reaction monitoring (PRM) scans. The full MS scan was acquired at 70,000 resolution, an AGC target of 1 × 10^6^, 200 ms max injection time, and a scan range of 200 to 700 m/z. The PRM scans were acquired at 17,500 resolution, an automated gain control (AGC) target of 1 × 10^5^, 50 ms max injection time, 1.6 Da isolation width, and a normalized collision energy (NCE) of 35 units. The inclusion list contained three-time dependent transitions: 0 to 30min, 269.2264 m/z (retinol/retinyl esters); 5 to 10 min, 275.2640 (D_6_-retinol); 15 to 25 min, 272.2364 (^13^C_3_-retinyl palmitate). Extracted ion chromatograms for retinol and retinol palmitate were integrated using Skyline Daily v22 (82) (MacCoss Lab) and a 2 parts per million (ppm) mass tolerance. The concentration was determined from the slope of calibration curves prepared by spiking in known concentrations of ^13^C_3_-retinyl-palmitate and D_6_-retinol into the corresponding biological matrix. Calibration curve data points were processed using the same workflow as the biological samples.

### FACS and analysis

To isolate *in vivo* epidermal, hair follicle, and wounded stem cell populations, mouse back skin was dissected and subjected to chemical and mechanical digestion. Telogen samples were scraped with a dull scalpel to remove excess fat and placed dermis side down in 0.25% trypsin-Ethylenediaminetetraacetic acid (EDTA, Gibco) for 35 min at 37°C. Wounded skin at early or intermediate stages of repair was placed in 0.25% trypsin-EDTA for 20 min, the eschar removed and scab scraped gently, and returned to incubation for 15 min. Anagen samples were subjected to 0.25% collagenase (Sigma) in Hank’s balanced salt solution (HBSS) for 35 min before 0.25% trypsin-EDTA for an additional 15 min. After digestion, single cell suspensions were obtained by scraping the epidermal side gently using a blunt scalpel. After washing with FACS buffer (5% FBS in phosphate buffered saline, PBS), cells were filtered through 70- and 45-μm strainers, pelleted, and washed once with FACS buffer. Cells were incubated with the appropriate antibodies listed in Table S2 in FACS buffer for 20 min on ice and washed with FACS buffer. Sorting was performed on a BD FACSAria II equipped with Diva software (BD Biosciences).

For flow cytometry analysis, live cell suspensions were collected and analyzed in the same way as sorting. For cell cycle quantification, EdU was administrated through intraperitoneal injection (0.025 mg/g body weight) 12 hr before euthanasia. Single cell suspensions were fixed in 4% paraformaldehyde (PFA) (Electron Microscopy Sciences), stained with cell surface antibodies as above, and permeabilized in 0.3% Triton X-100 in PBS (Sigma). EdU^+^ cells were fluorescently labeled using Click-iT chemistry and counterstained by FxCycle Violet (1:1,000; Invitrogen). Analyses were performed on a BD LSRFortessa (BD Biosciences). Quantification and plot generation to illustrate gating strategies were performed in FlowJo.

### Cell culture

HFSCs were collected for culture from the following mouse crosses: wild-type, *L*gr5-EGFP-IRES-CreER, Sox9-CreER;Rosa26-YFP, and Sox9-CreER;Rxra-fl/fl;Rosa26-YFP. The following HFSC lines were produced from lentiviral infection of wild-type cells: *Klf5-EGFP*, *Cxcl14-EGFP*, and *Cux1(IRS)* and *Cux1(HS)* reporter lines. Each reporter construct contained the *Pgk-RFP-NLS* transduction control for FACS purification post-infection. Both sexes were used for cell line derivation.

HFSC lines were established in 2D cultures, plated on mitomycin-inactivated feeders in E intermediate calcium (300 μM) medium (E300+Y) (83) supplemented with penicillin/streptomycin and 10 μM Y-27632 (Selleckchem). Cultures were incubated at 37°C and 7.5% CO_2_. Media was changed every 2 to 3 days. When near-confluent, HFSCs were digested with 0.25% trypsin-EDTA in PBS (Gibco) for 10 min at 37°C and resuspended with culture media for passaging. Only HFSCs propagated for ≤ 10 passages were used for downstream experiments.

For 3D cultures, dissociated HFSCs were resuspended at a density of 50 to 300 cells/μl in 40–75 μl 60% Cultrex BME (R&D Systems) droplets under low-attachment conditions (Nuclon Sphera, Thermo Scientific). After polymerization, cell droplets were initially grown in E300+Y medium supplemented with 50 ng/ml EGF or 10 ng/ml FGF10 (Peprotech) for 2 to 3 days to maximize colony forming efficiency and outgrowth. To resolve lineage plasticity, serum-replete culture media was washed with sterile PBS and changed to Dulbecco’s Modified Eagle Media/Ham’s F12 media (DMEM/F12) (3:1) containing 1x B-27 supplement (1:50; Gibco) (84), 125 mg/l cholesterol-cyclodextrin (Sigma), 300 μM calcium chloride, 10 μM Y-27632, 100 nM atRA (Sigma), and 1 μM Go6976 (PKCi; R&D Systems). Media was exchanged every two days for up to 14 days, as indicated.

To distinguish the impact of various media components on lineage plasticity, DMEM/F12 base medium was replaced by human plasma-like medium (HPLM, Gibco) and FBS was replaced by a cocktail of 5% BSA-conjugated palmitate, oleate, and linoleate (Sigma) with or without the following additives: 0.01 mM ethanolamine, 0.5 mM L-carnitine, 0.1 mM glutathione, 5 ng/ml sodium selenite, and 1 μM a-tocopherol (Sigma). All growth factors and small molecules tested for their effect on lineage plasticity and HFSC fate are listed in Table S1.

Daily brightfield imaging of HFSCs throughout colony formation and growth was performed using a BioTek Cytation5 multimodal reader (Agilent, Inc.). Before harvest, cells were washed with sterile PBS and directly fixed in 4% paraformaldehyde at 4°C, dissociated into a single cell suspension in TrpLE-Express (Gibco) for 15min at 37°C, or isolated from Cultrex as intact colonies using Cell Recovery Solution (Corning). To assess cell proliferation, cells were incubated with 10μM EdU for 4–12 hr prior to trypsinization and fixation.

### ATAC-seq

ATAC-seq was performed on 100,000 cultured HFSCs for each condition and replicate as previously described (85). Briefly, cells were lysed for 5 min and transposed with Tn5 transposase (Illumina) for 30 min. Samples were barcoded and sequencing libraries were prepared according to the manufacturer’s guidelines (Illumina) and sequenced on an Illumina Novaseq 6000. For sequencing analysis, 50 base pair (bp) paired-end FASTQs were aligned to the mouse genome (GRCm38/mm10) using the Bowtie (v.1.1.2) (86). Aligned reads were de-duplicated with Picard (v.2.3.0; Broad Institute, 2019) and shifted to correct for Tn5 insertion bias. Peaks were called using MACS2 (v.2.1.1) with default settings (87). Next, all peaks from each condition were concatenated to a union peak set and the read coverage of each sample at these peaks was calculated with Bedtools (v.2.25). The R (v.4.2.3) package edgeR (v.3.40.2) (88) was used for differential peak analysis and use for principle component analysis (PCA). pheatmap (v.1.0.12) was then used to generate the heatmap and generating the K-means clusters in R. For motif analysis, HOMER (v.4.11) findMotifGenome.pl was used (89).

### RNA-seq

Total RNA from 100,000 HFSCs for each sample was collected in Trizol and purified using the Direct-zol RNA MiniPrep kit (Zymo Research) according to the manufacturer's instructions. Deoxyribonuclease (DNase) treatment was performed to remove genomic DNA (RNase-Free DNase Set, Qiagen). Sample quality was determined using an Agilent 2100 Bioanalyzer; all samples for sequencing had RNA integrity numbers (RIN) >8. cDNA library construction was performed by the Rockefeller University (RU) Genomic Core facility and cDNA libraries were sequenced on an Illumina Novaseq 6000. Transcript abundance quantified using Salmon (v.1.4.0) with a reference genome sequence fetched from BSGenome.Mmusculus.UCSC.mm10 package. Gene level counts and transcripts per million (TPM) were calculated using Tximport (v.1.12.3) package. DEGs from raw counts were generated with DESeq2 (v.1.16.1). pheatmap (v.1.0.12) was used to generate the heatmap and generating the K-means clusters in R (v.4.2.3).

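With DESeq2 1.42.0 on the same rounded counts, 3275 genes were higher and 3966 lower in atRA+PKCi than in FBS in wild-type cells at adjusted p under 0.05 from the Wald test, and 2579 were higher and 2989 lower in Rxra cKO cells. The Rxra-dependent shares were then 24.6% of the raised genes (806 genes) and 41.5% of the lowered genes (1644 genes).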

### CUT&RUN (CNR)

500,000 cultured HFSCs for each sample were collected and CNR was performed as previously described (90) with minor modifications. Cells were washed with ice-cold PBS, resuspended in crosslinking buffer (10 mM HEPES–NaOH pH 7.5, 100 mM NaCl, 1 mM egtazic acid (EGTA), 1 mM EDTA and 1% formaldehyde) and rotated at room temperature for 10 min. Crosslinked cells were quenched with glycine at a final concentration of 0.125 M for 5 min at RT, washed with cold 1× PBS, and resuspended in NE1 buffer (20 mM HEPES–KOH pH 7.9, 10 mM KCl, 1 mM MgCl_2_, 1 mM dithiothreitol, 0.1% Triton X-100 supplemented with Roche complete protease inhibitor EDTA-free) and rotated for 10 min at 4°C. Nuclei were washed twice with CNR wash buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.5% bovine serum albumin and 0.5 mM spermidine supplemented with protease inhibitor) and incubated with concanavalin-A (ConA) beads washed with CNR binding buffer (20 mM HEPES–KOH pH 7.9, 10 mM KCl, 1 mM CaCl_2_ and 1 mM MnCl_2_) for 10 min at 4°C. ConA-bead-bound nuclei were incubated overnight at 4°C in CNR antibody buffer (CNR wash buffer supplemented with 0.1% Triton X-100 and 2 mM EDTA) with the indicated antibody, washed once with CNR Triton wash buffer (CNR wash buffer supplemented with 0.1% Triton X-100), and incubated at 4 °C for 1 h in CNR antibody buffer and 2.5 μl pAG-MNase (EpiCypher). ConA-bound-nuclei were then washed twice with CNR Triton wash buffer, resuspended in 100 μl Triton wash buffer, and incubated on ice for 5 min. Next, 2 μl 100 mM CaCl_2_ was added and mixed gently to 100 μl ConA-bound-nuclei at 0°C for 30 min. The reaction was stopped by addition of 100 μl 2× stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM egtazic acid, 0.1% Triton X-100 and 50 μg ml^−1^ RNaseA) and incubated at 37°C for 10 min. After incubation, ConA-bound-nuclei were captured using a magnet and supernatant containing CNR DNA fragments were collected. The supernatant was incubated at 70°C for 4 h with 2 μl 10% sodium dodecyl sulfate and 2.5 μL 20 mg ml^−1^ proteinase K. DNA was purified using PCI reagent (phenol:chloroform:isoamyl alcohol, Millipore) and overnight ethanol precipitation with glycogen at −20 °C. DNA was resuspended in elution buffer (1 mM Tris–HCl pH 8.0 and 0.1 mM EDTA). CNR sequencing libraries were generated using NEBNext Ultra II DNA Library Prep Kit for Illumina and NEBNext Multiplex Oligos for Illumina. PCR-amplified libraries were purified using 1× ratio of SPRI beads (Beckman) and eluted in 15 μl EB buffer (Qiagen). All CNR libraries were sequenced on an Illumina NextSeq using 40 bp paired-end reads. Reads were trimmed with Skewer, aligned to reference genome (mm10) using Bowtie (v.1.1.2), deduplicated with Java (v.2.3.0) Picard tools, and filtered to ≤120 bp using Samtools (v.1.3.1). BAM files for each replicate were combined using Samtools. Bigwig files were generated using Deeptools (v.3.1.2) with reads per kilobase of transcript per million mapped reads (RPKM) normalization and presented with Integrative Genomics Viewer (IGV) software. CNR peaks were called using SEACR (91) from bedGraph files generated from RPKM-normalized Bigwig files (UCSC Tools) using stringent setting and a numeric threshold of 0.001.

### scRNA-seq and analyses

In vivo skin and hair follicle cells were isolated from AnaVI (~postnatal day 32) back skin and enriched by FACS for CD45^−^CD31^−^CD140a^−^CD117^−^ cells as described. A subset of CD34^+^ HFSCs were simultaneously isolated from these mice and cultured for 2 passages before apportioning into 3D cultures using serum-replete media, serum-free media targeting lineage plasticity, and directed HF lineage progression and differentiation as described. Cultured HFSCs derived from the same line were labeled with TotalSeq-B hashtag antibodies (BioLegend) and multiplexed into single GEM wells. All cell types were resuspended at a final concentration of 1,200 cells/μl and sequenced on a NovaSeq 6000 (Illumina).

FASTQ generation, read alignment, filtering, hashtag oligonucleotide (HTO) classification, and count matrix generation were performed using CellRanger v7.0.0 pipelines and the GRCm38 (mm10) reference genome. Filtering low quality cells, empty droplets, and cells with high mitochondrial content following a standard pre-processing workflow in Seurat (58). Ambient RNA and doublet removal was performed on normalized and log-transformed data using SoupX (92) and DoubletFinder (93) computational tools, respectively. To factor out differences in cell cycle phase amongst proliferating cells, we scored and regressed out the difference between the S and G2/M phases.

Dimensional reduction, clustering, and visualization by UMAP was performed in Seurat. For the cultured HFSC subset before/after lineage plasticity resolution, cluster annotation relied upon differentially expressed features and separate analyses identifying gene signatures unique to HFSCs, EpSCs, and lineage-traced HFSCs during wound repair. Signatures were generated via bulk RNA-seq DEG via DESeq2 using the likelihood ratio test (LRT) (60) and data from Ge *et al.* (4), reduced to the top 50 most differentially expressed genes for each cell type.

In vivo HF cells were separately integrated with cultured HFSCs treated with atRA and PKCi following directed HF lineage progression and differentiation using Harmony (57). Marker gene expression profiles and differentially expressed features were used for cell type identification across clusters. The similarity of cultured HFSCs to in vivo HFs was separately queried by defining a set of anchors to produce cluster assignments and prediction scores against the in vivo reference dataset in Seurat. Single cell trajectories in cultured HFSCs were constructed using Monocle3 (59). After ordering cells in pseudotime, placing *Sox9*^+^ HFSCs as the root node, cell type-specific gene signatures identified by Yang *et al.* (46) were converted into module scores and used to infer each stage of stepwise HFSC differentiation. Finally, selected culture conditions and *in vivo* HF clusters were separated and grouped for pseudobulk DEG using DESeq2/LRT. Significant genes were defined by a log2-fold change > 1.0 and an adjusted p-value < 0.01.

### Immunofluorescence and microscopy

Tissue samples were fixed in 1–4% PFA immediately after dissection, dehydrated in 30% sucrose overnight at 4°C, embedded into OCT compound, and frozen. 14 to 20μm thick tissue sections were cut using a cryostat (Leica) and deposited onto SuperFrost Plus slides (VWR). Cultured HFSC colonies were resuspended and fixed in 1% PFA. All samples were blocked using 2.5% normal donkey serum, 1% BSA, 1% fish gelatin, and 0.3% Triton X-100 in PBS. Primary antibodies were applied in blocking buffer overnight, washed with 0.1% Triton X-100 in PBS, and then incubated with secondary antibodies and 1 μg/ml Hoechst 33342 (Thermo Fisher). All primary antibodies are listed in Table S2 and were used in combination with Alexa 488-, Alexa 594-, and Alexa 647-conjugated secondary antibodies (1:1,000; Life Technologies). For EdU incorporation, Click-iT EdU AlexaFluor imaging kits (Invitrogen) were used according to the manufacturer’s instructions. Samples were mounted using Fluoromount-G mounting medium (SouthernBiotech).

Epifluorescence microscopy was performed using an Axio Observer Z1 microscope equipped with a Hamamatsu ORCA-ER camera (Hamamatsu Photonics) and ApoTome.2 slider (Carl Zeiss) using 20x, 40x oil, or 63x oil objectives and Zen software. Confocal microscopy was performed on a Dragonfly spinning disk imaging system (Andor) with a Leica DMi8 Stand and cMOS Zyla camera using Andor IQ3 and Fusion software. All Z-stacked images (1 μm steps) were displayed as max intensity projections. Fluorescence intensity measurements were measured within nuclear masks generated in Fiji. 3D reconstructions of cultured HFSC colonies were generated in Imaris.

### Real-time qPCR

Cultured HFSCs were recovered from Cultrex using Cell Recovery Solution (Corning) and lysed in Trizol (Invitrogen). Total RNA was purified using RNeasy Micro or Mini kits (Qiagen) according to the manufacturer’s instructions. DNase treatment was performed on-column to remove genomic DNA. Equivalent amounts of RNA were reverse transcribed by Superscript VILO reverse transcriptase (Thermo Fisher). cDNAs were mixed with gene-specific primers listed in Table S3 and SYBR Green PCR Master Mix (Thermo Fisher) and quantified using the Applied Bio-systems QuantStudio 6 Real-Time PCR system. All cDNAs were normalized to equal amounts using primers against *Ppib2*.

### Western blotting

Recovered HFSCs were washed in cold PBS and lysed with Radioimmunoprecipitation assay (RIPA) buffer (Thermo Fisher) containing protease (Roche) and phosphatase inhibitors (PhosSTOP). Protein lysates were clarified by centrifugation and concentration was measured by BCA (Pierce). Lysates were denatured at 95°C for 5 min, separated by gel electrophoresis using a 4 to 12% NuPAGE Bis-Tris gradient (Life Technologies), and transferred to PVDF membranes (GE Healthcare, 0.45 μm). Membranes were blocked with Odyssey blocking buffer (Licor) and incubated with primary antibodies overnight. All primary antibodies are listed in Table S2. After washing with 0.1% Tween20 in PBS, membranes were incubated with IRDye 680/800 secondary antibodies (1:10,000, Licor), washed, and imaged with an Odyssey CLx Imager (Licor). Owing to multiple targeted proteins in each experiment, split samples with the identical sample volumes and processing procedures were blotted in parallel when necessary.

### Statistics and study design

For mouse experiments, sample sizes were selected by statistical power analysis whenever applicable (94). Animals were assigned randomly to experimental groups and studies were not blinded. All data from every experiment were included for analysis unless an error in experimental procedure was detected via failed positive and/or negative controls; in these cases, the whole experiment was excluded from analysis. Statistical and graphical data analyses were performed using Microsoft Excel and Prism9 (Graphpad) software. The number of replicates used in each experiment are indicated in figure legends. Data are presented as mean ± SEM (***P < 0.001, **P < 0.01, * *P* < 0.05) unless otherwise indicated. All statistical tests were two-sided unless not applicable.

## Supplementary Material

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Figure 5

Supplemental Figure 6

Supplemental Figure 7

Supplemental Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Figure 12

Supplementary Figure 13

Supplementary Figure 14

Supplementary Figure 15

Table S1

Table S2

Table S3

## Figures and Tables

**Fig. 1:**
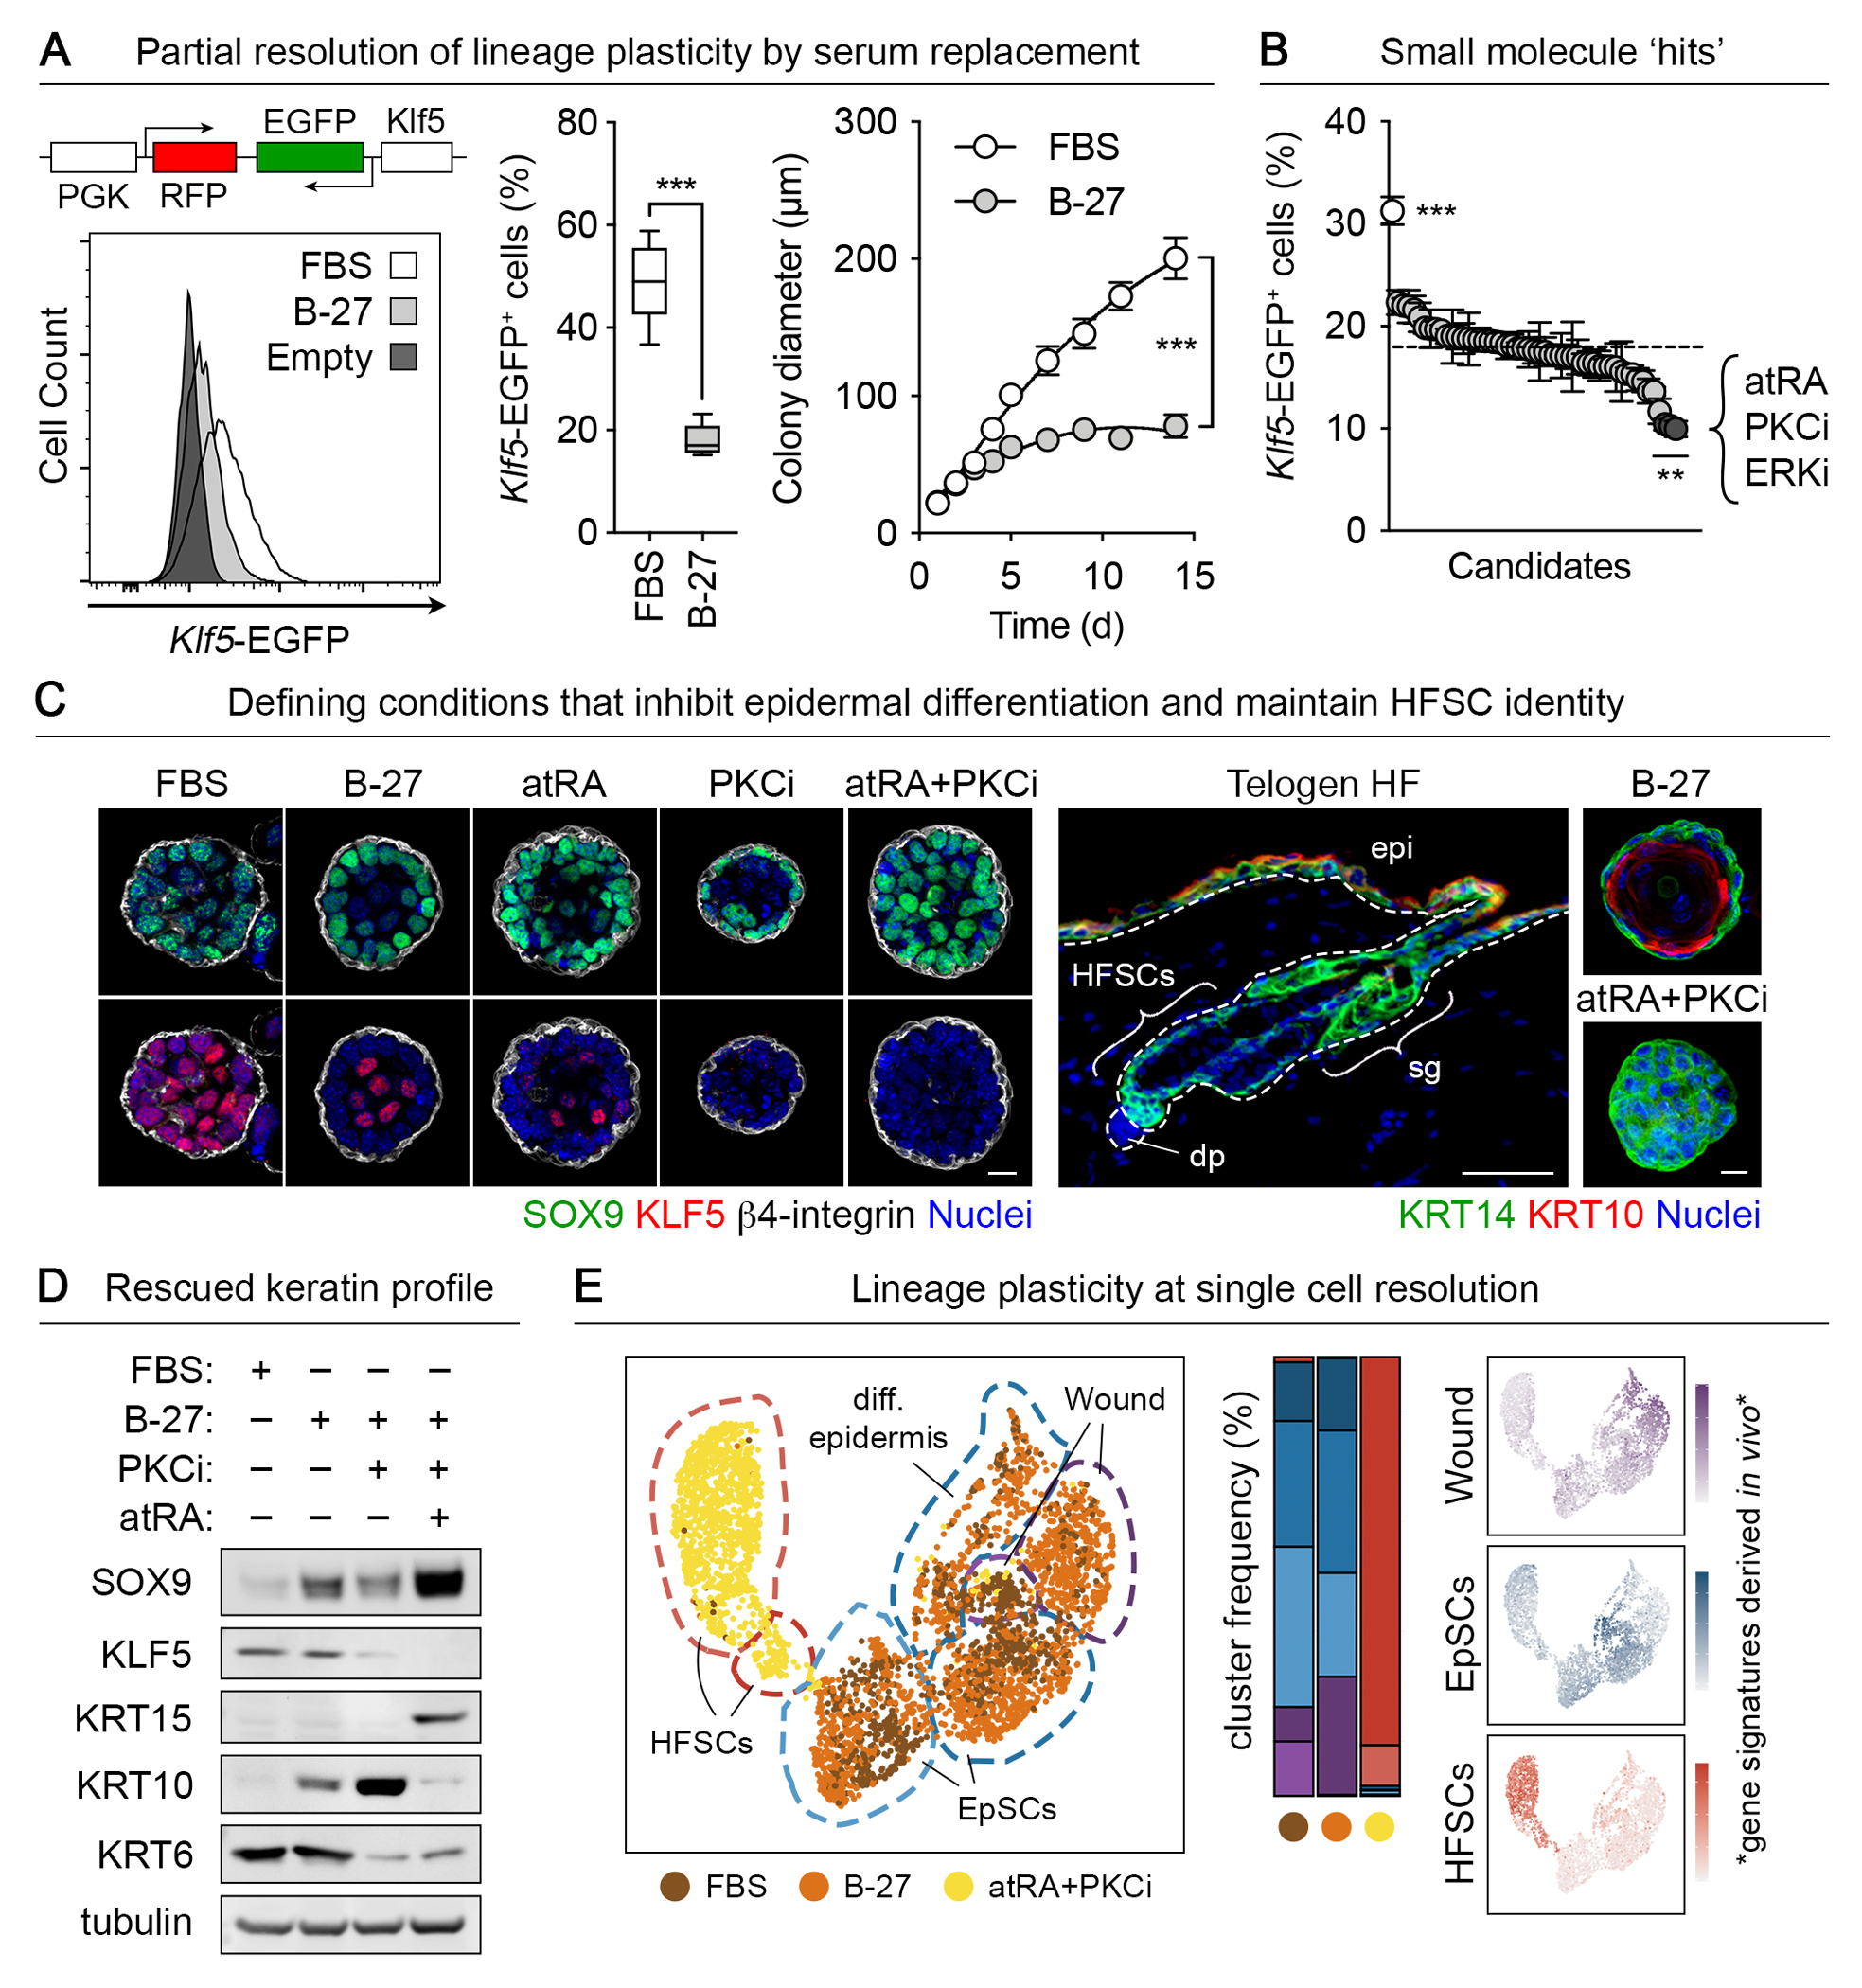
A screen to resolve lineage plasticity in tissue stem cells ex vivo. (**A**) Cultured HFSCs were stably transduced with a lentiviral Klf5-EGFP reporter (left). Flow cytometry quantification (center) showed that serum replacement reduced Klf5 reporter expression in 3D cultures. Colony diameter plateaued over time in serum replacement media, in contrast to unrestrained outgrowth in serum-replete media (right) (n=5 technical replicates across three purified HFSC lines). (**B**) Quantification of Klf5-EGFP^+^ cells after screening a library of small molecules implicated in wound repair identified several small molecule ‘hits’ (n=5). The dashed line indicates baseline EGFP levels in B-27 media with vehicle-only controls. The significant hits that repressed Klf5-EGFP were: atRA, the PKCa/b inhibitor Gö6976, and FR180204, a competitive inhibitor of ERK1/2. (**C and D**) Immunofluorescence (C) and immunoblot (D) analyses show that serum replacement and treatment with atRA and PKCi (n=6) resolves lineage plasticity, as judged by elevated HFSC master regulator SOX9 and silenced EpSC transcriptional regulator KLF5. Keratin profiles reflect the loss of epidermal differentiation and wound-induced suprabasal markers (KRT10, KRT6), uniform expression of pan-skin progenitor marker KRT14, and gain of KRT15, a HFSC marker. The epidermal-dermal interface of sagittal skin section is delineated by a dashed line. epi, epidermis; sg, sweat gland; dp, dermal papilla. Scale bar, 20μm. (**E**) UMAP representation and unsupervised k-nearest-neighbor-based clustering of single cell transcriptomes from 3,757 cultured HFSCs reveal that RA-PKCi co-treatment groups cells in near-uniform clusters distinct from wound-like and epidermal cell types (left, center). Annotated cluster assignments made using gene signatures derived from independent bulk sequencing of in vivo HFSCs, EpSCs, and lineage traced HFSCs isolated at intermediate stages of wound repair confirmed that atRA+PKCi-treated cells had a strong HFSC signature and reduced EpSC and wound signatures (right).

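FBS, B-27 and atRA+PKCi cells with a single hashtag numbered 29 before the filters on cell quality and 18 after them, which were too few to cluster apart from the other cultures. UMIs of both Sox9 and Klf5, after each cell was thinned to 3000 UMIs, were found in 0 of 5 B-27 cells of mouse 1 (exact 95% interval up to 52.2%) and 1 of 10 of mouse 2 (0.253 to 44.5%). Among atRA+PKCi cells they were found in 1 of 2 cells of mouse 1 and 0 of 1 of mouse 2. Without thinning, 60% and 70% of the B-27 cells had UMIs of both genes, and this choice moved the B-27 shares more than any other. Among atRA+PKCi cells, 1 of 2 of mouse 1 and 1 of 1 of mouse 2 then had both. No cell type known to lack Sox9 or Klf5 was in these matrices, so no background share was available. From the clusters of Fig. 1E, the paper concludes that atRA with PKCi groups the cultured cells in clusters apart from wound-like and epidermal cell types.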

**Fig. 2:**
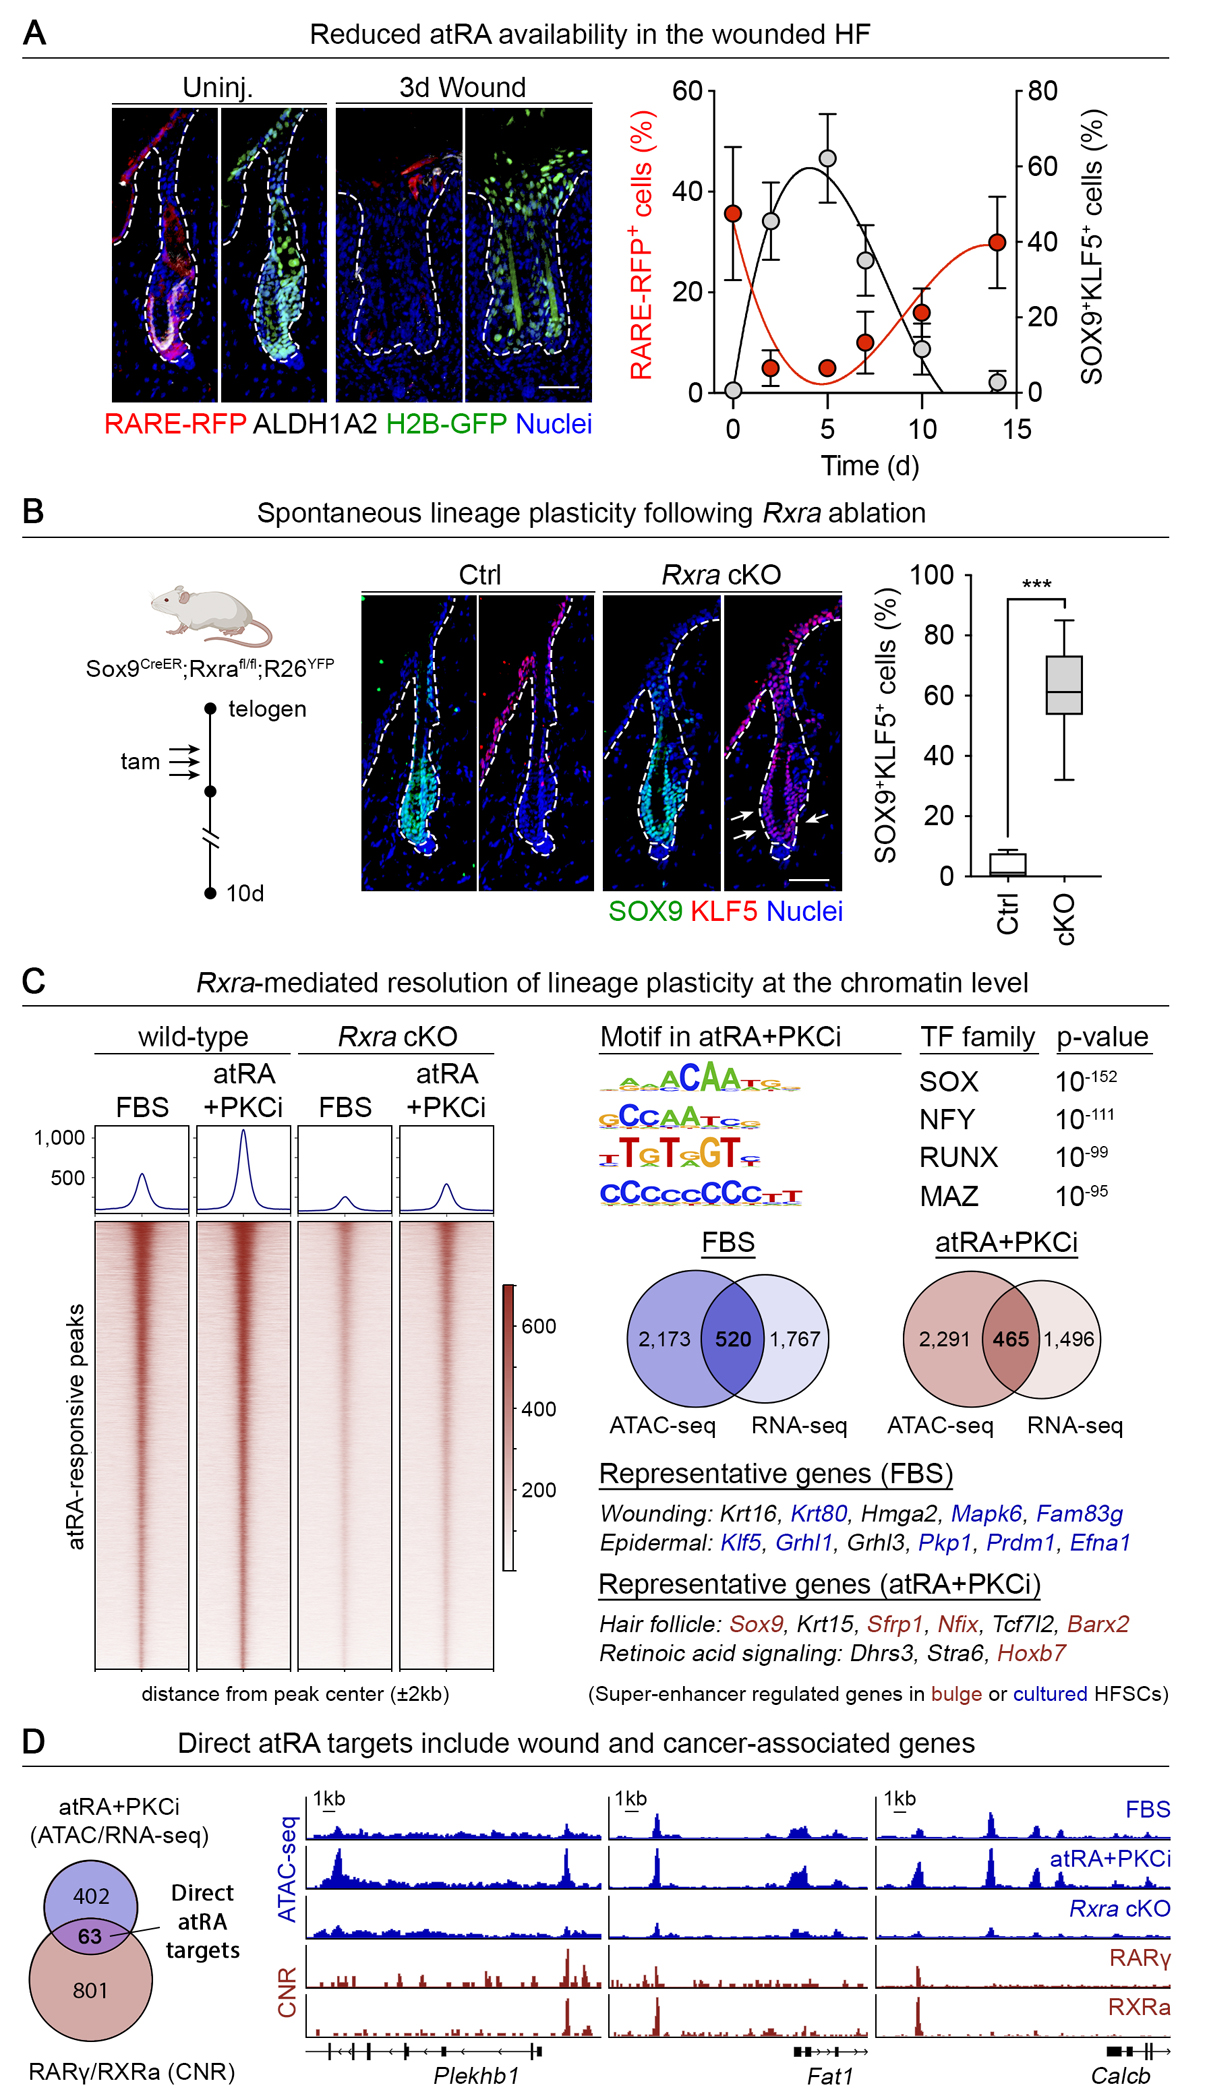
Retinoic acid acts at the chromatin level to resolve lineage plasticity. (**A**) atRA-RAR/RXR activity is detected in the HFSC niche *in vivo* as judged by a retinoic acid response element reporter (*RARE*-RFP; H2B-GFP transduction control) in adult skin epithelium. ALDH1A2 immunolabeling confirms the co-presence of this rate-limiting atRA production enzyme. Both are transiently lost after an abrasion wound (left). The epidermal-dermal interface is delineated by a dashed line. Scale bar, 50μm. The kinetics of *RARE*-RFP activity during wound repair was measured by flow cytometry (n=5). Lineage plasticity (percentage of SOX9^+^KLF5^+^ cells in the HF) is overlaid (right; n=10–12 HFs per mouse, n=8 mice). Uninj., uninjured. (**B**) Conditional *Rxra* ablation in *Sox9*-CreER^+^ HFSCs during telogen results in ectopic KLF5 expression. The epidermal-dermal interface is delineated by dashed lines. Arrows denote double immunolabeled SOX9^+^KLF5^+^ cells, reflective of lineage plasticity and quantified at right (n=5). Scale bar, 50μm. Ctrl., control. (**C**) Line plots and heatmap of ATAC-seq signal intensity in atRA-stimulated chromatin peaks from wild-type and *Rxra* cKO HFSCs cultured in FBS or atRA+PKCi media (left; n=2). HOMER motif analysis of *Rxra*-dependent chromatin domains differentially opened in atRA+PKCi media (top right). Note that atRA-sensitive peaks are highly enriched for SOX motifs. Venn diagrams of overlapping (opened or closed) *Rxra*-dependent chromatin peaks (ATAC-seq) and DEGs (RNA-seq) (bottom right). Selected genes are listed by culture condition, color-coded if previously determined to be a super-enhancer regulated gene in cultured or *in vivo* HFSCs (16). Notable among these *Rxra*-dependent, atRA-regulated genes is *Sox9,* encoding a pioneer factor essential for activating key HFSC genes directly and silencing EpSC genes indirectly (34). (**D**) Venn diagram showing transcripts and accessible chromatin peaks that are atRA and RXRa sensitive and co-bound by RARγ and RXRa (left). Representative ATAC peaks and CNR binding profiles for RARγ and RXRa at direct atRA target genes (right).

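The interaction of genotype and medium was more positive in wild-type for 1807 genes and more negative for 2117. The positive count fell to 1095 without Rxra cKO FBS replicate 1, to 961 without Rxra cKO atRA+PKCi replicate 1 and to 1017 without Rxra cKO atRA+PKCi replicate 2, which also lowered the negative count to 1375. DESeq2 gave 1202 and 1972. Of the genes that atRA+PKCi raised in wild-type, 2247 were also raised in Rxra cKO cells (479 of them with an interaction past the threshold), 1920 did not pass there (706) and 183 were lowered. Of those lowered in wild-type, 2487 were also lowered in the cKO (971 with an interaction), 1582 did not pass (735) and 180 were raised. Across the 15965 tested genes, the medium effects of the genotypes correlated with Pearson's r = 0.66 and Spearman's rho = 0.60, although genes are not independent replicates.

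**Figure D6:**
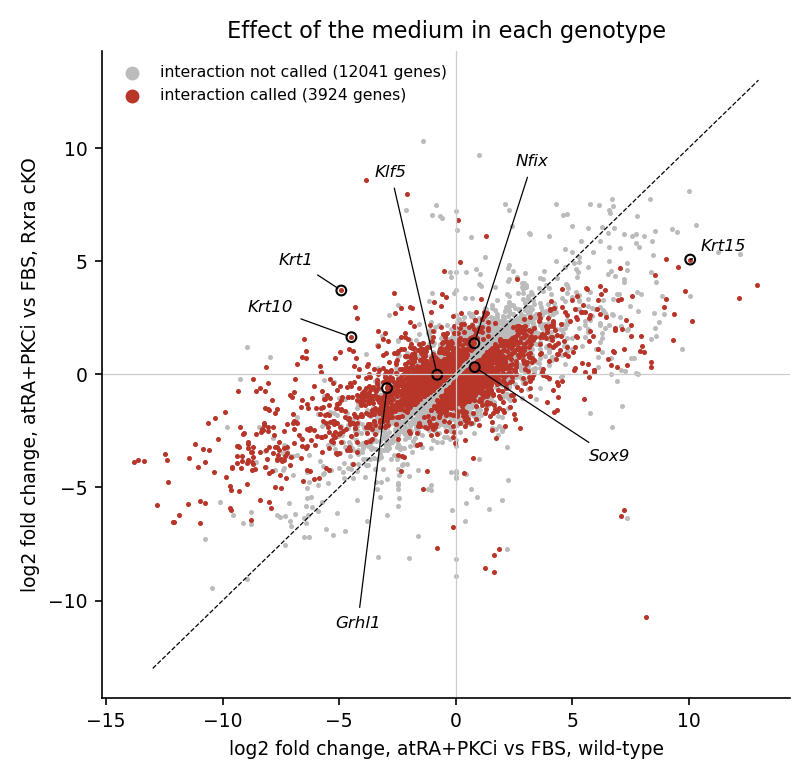
Log2 fold change of atRA+PKCi against FBS in wild-type (horizontal axis) and in Rxra cKO cells (vertical axis), with one point per tested gene, red for the 3924 genes whose interaction passed the threshold and grey for the others. The dashed line marks equal effects, and Krt10 lies at -4.47 in wild-type and 1.64 in the cKO.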

**Fig. 3:**
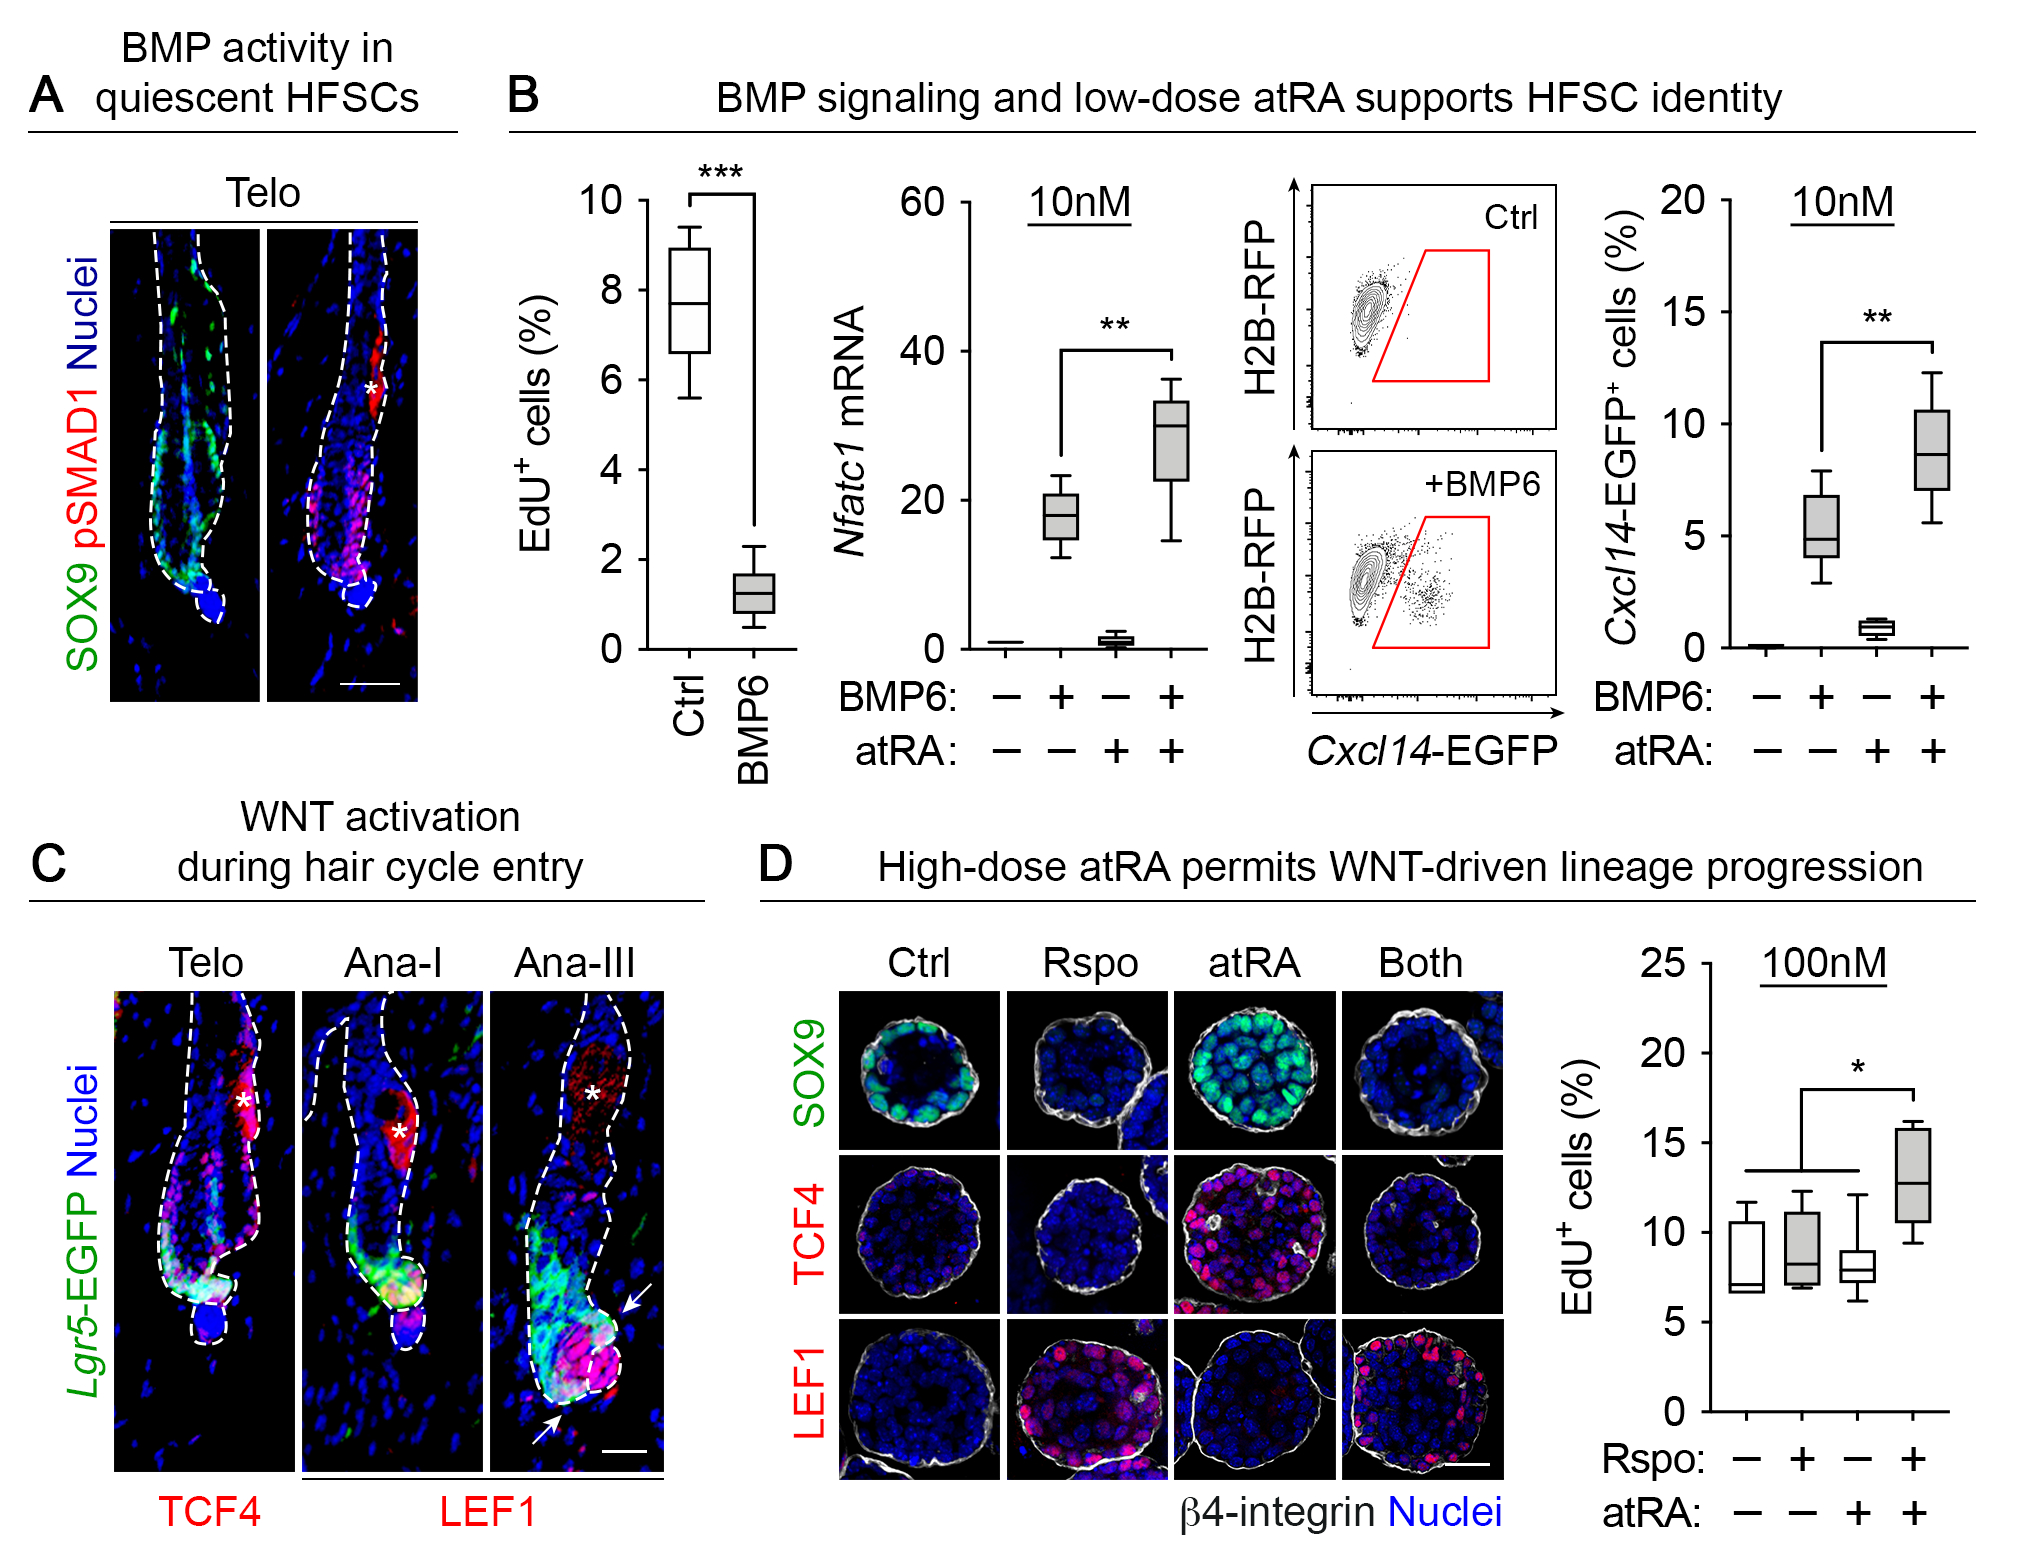
atRA cooperates in a dose-dependent manner with BMPs and WNTs to influence the balance between HFSC quiescence and activation. (**A**) BMP activity in SOX9^+^ quiescent bulge HFSCs *in vivo*. The epidermal-dermal interface is denoted by dashed lines; asterisk refers to autofluorescence in the sebaceous gland. Scale bar, 50μm. (**B**) The percentage of EdU^+^ cultured HFSCs is reduced by BMP6 (left; n=6). Quiescent HFSC markers *Nfatc1* (center) and HFSC-associated *Cxcl14-EGFP* super-enhancer reporter activity (right) are induced by co-treating with BMP6 and low-dose RA (10 nM). Gates outlined in red denote EGFP^+^ cells (n=5–6). (**C**) During telogen, TCF4 and *Lgr5*-EGFP are expressed in HFSCs. Upon hair cycle induction, *Lgr5*-EGFP tracks with the ORS while LEF1 is upregulated in TACS and lower ORS (arrows). The epidermal-dermal interface is denoted by dashed lines; asterisks refer to autofluorescence in the sebaceous gland. Scale bar, 50μm. (**D**) The TCF4:LEF1 switch is accurately modeled in atRA-treated cultured HFSCs by exposure to Rspo, with associated SOX9 downregulation (left). Scale bar, 50μm. High-dose atRA (100 nM) is required for a Rspo-dependent increase in cultured HFSC proliferation, quantified by flow cytometry (right; n=6).

**Fig. 4:**
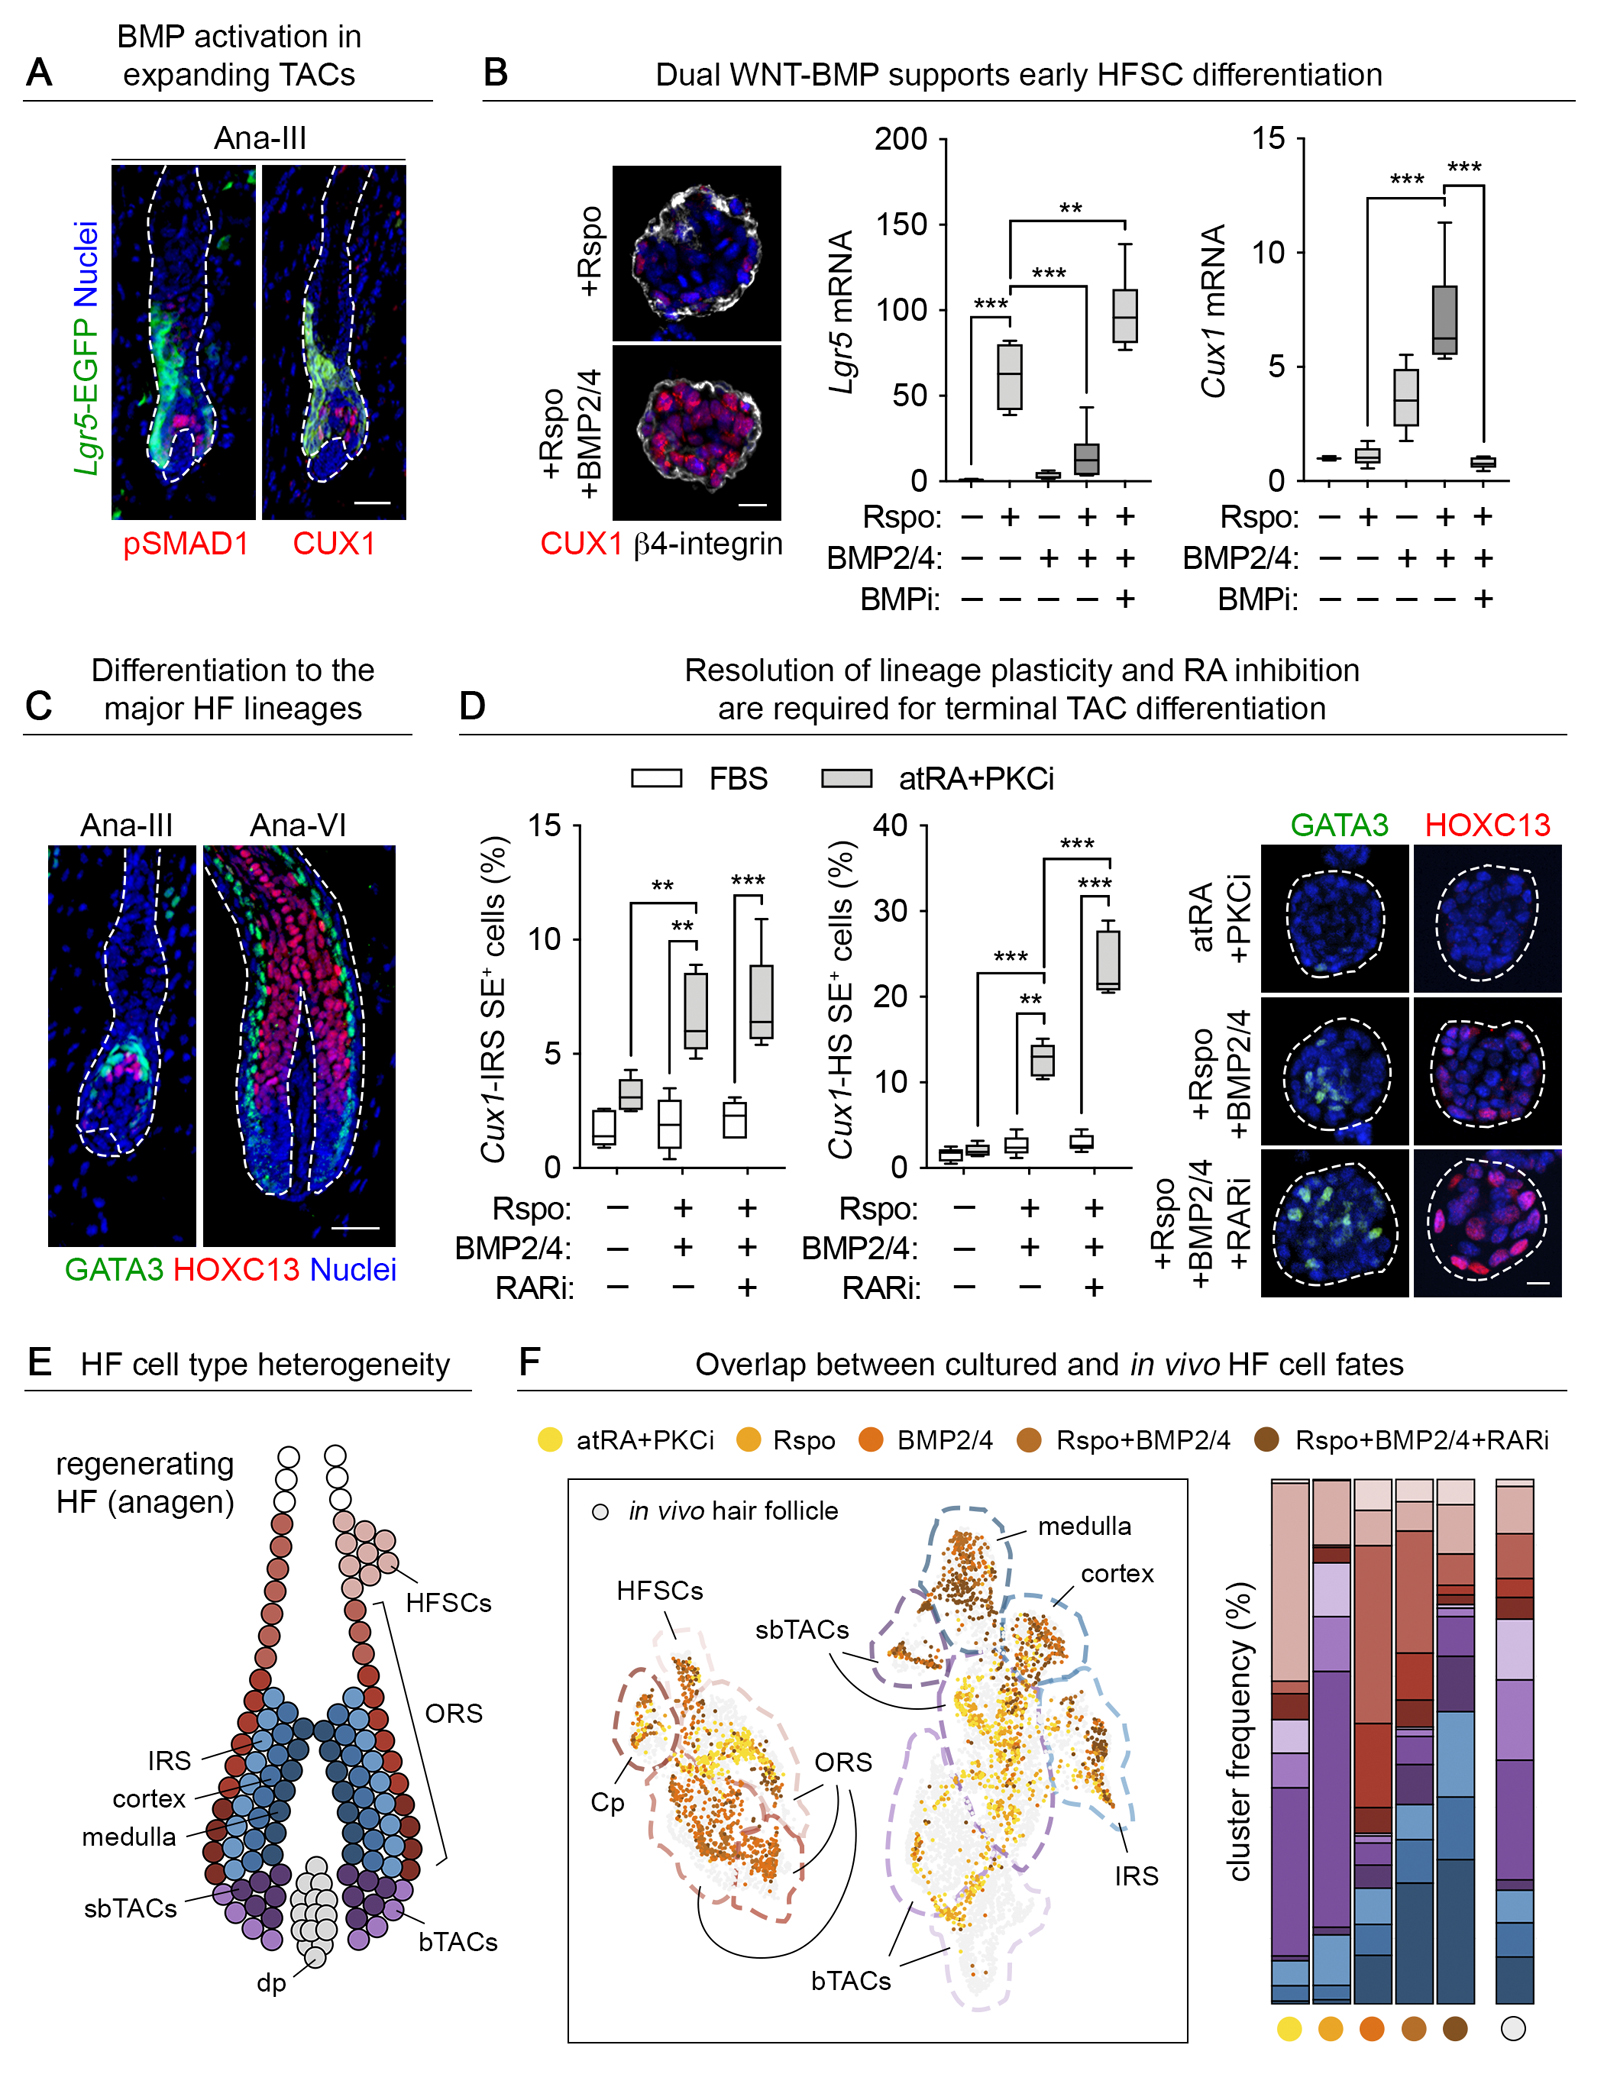
atRA-mediated directed differentiation to HF lineages via combinatorial niche signaling. (**A**) Downstream of WNT-activated HFSCs in the early anagen phase of the hair cycle, BMP signaling (measured by pSMAD1 immunolabeling) distinguishes CUX1^+^ TACs of the hair ‘bulb’ and is mutually exclusive to *Lgr5*-EGFP in the ORS. The epidermal-dermal interface is denoted by dashed lines. Scale bar, 50μm. (**B**) atRA-treated cultured HFSCs respond similarly: BMPs upregulate *Cux1* in Rspo-stimulated HFSCs while antagonizing *Lgr5*-EGFP activity (n=6). Scale bar, 20μm. (**C**) In full or late anagen, the HOXC13^+^ HS and GATA3^+^ channel IRS lineages emerge. The epidermal-dermal interface is denoted by dashed lines. Scale bar, 50μm. (**D**) In culture, only when lineage plasticity (FBS) is resolved (atRA+PKCi) are HFSCs able to cooperate with WNT and BMP signals and activate these downstream hair lineages. Note that the HS lineage is further promoted by retinoic acid receptor inhibition (RARi). Quantification is by flow cytometry for reporter activity driven by *Cux1* enhancer elements active in the IRS and HS, respectively (16) (n=5). GATA3 and HOXC13 immunofluorescence are shown at right. HFSC colonies are outlined by white dashed lines. Scale bar, 20μm. (**E**) Scheme depicting the HFSC-derived cell fates of the anagen-phase hair follicle. (**F**) UMAP clustering of cultured HFSCs treated with atRA and PKCi and additionally exposed to Rspo, BMP or RARi as noted. Harmony (57) was used to place these data in the context of a reference dataset of autologous, FACS-purified cells from skin HFs (left; 5,333 cultured cells, 6,007 *in vivo* HF cells). Shifts in cultured HFSC identity, mapped onto annotated clusters, were consistent with the establishment of traits of HFSC or ORS, Rspo-activated TACs and differentiating IRS or HS lineages after WNT-BMP co-stimulation, respectively (right).

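The cultures with atRA+PKCi alone or with added factors gave 285 cells after the filters. Median prediction scores of the transferred classes lay between 0.474 and 0.688 per culture and mouse. With RARi, 0 and 42.9% of cells were placed in unnamed clusters, 60% and 23.8% were predicted as suprabasal, and 40% and 33.3% as ORS, out of 5 and 21 cells. By Spearman correlation between each cell and the in vivo clusters, the suprabasal class took 85.2% to 100% of cells per culture and mouse and the ORS class the rest. From the placement of the cultured cells in Fig. 4F, the paper proposes that the cultures acquired traits of HFSCs or ORS, of TACs with Rspo, and of IRS or HS lineages with Rspo and BMPs.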

**Fig. 5:**
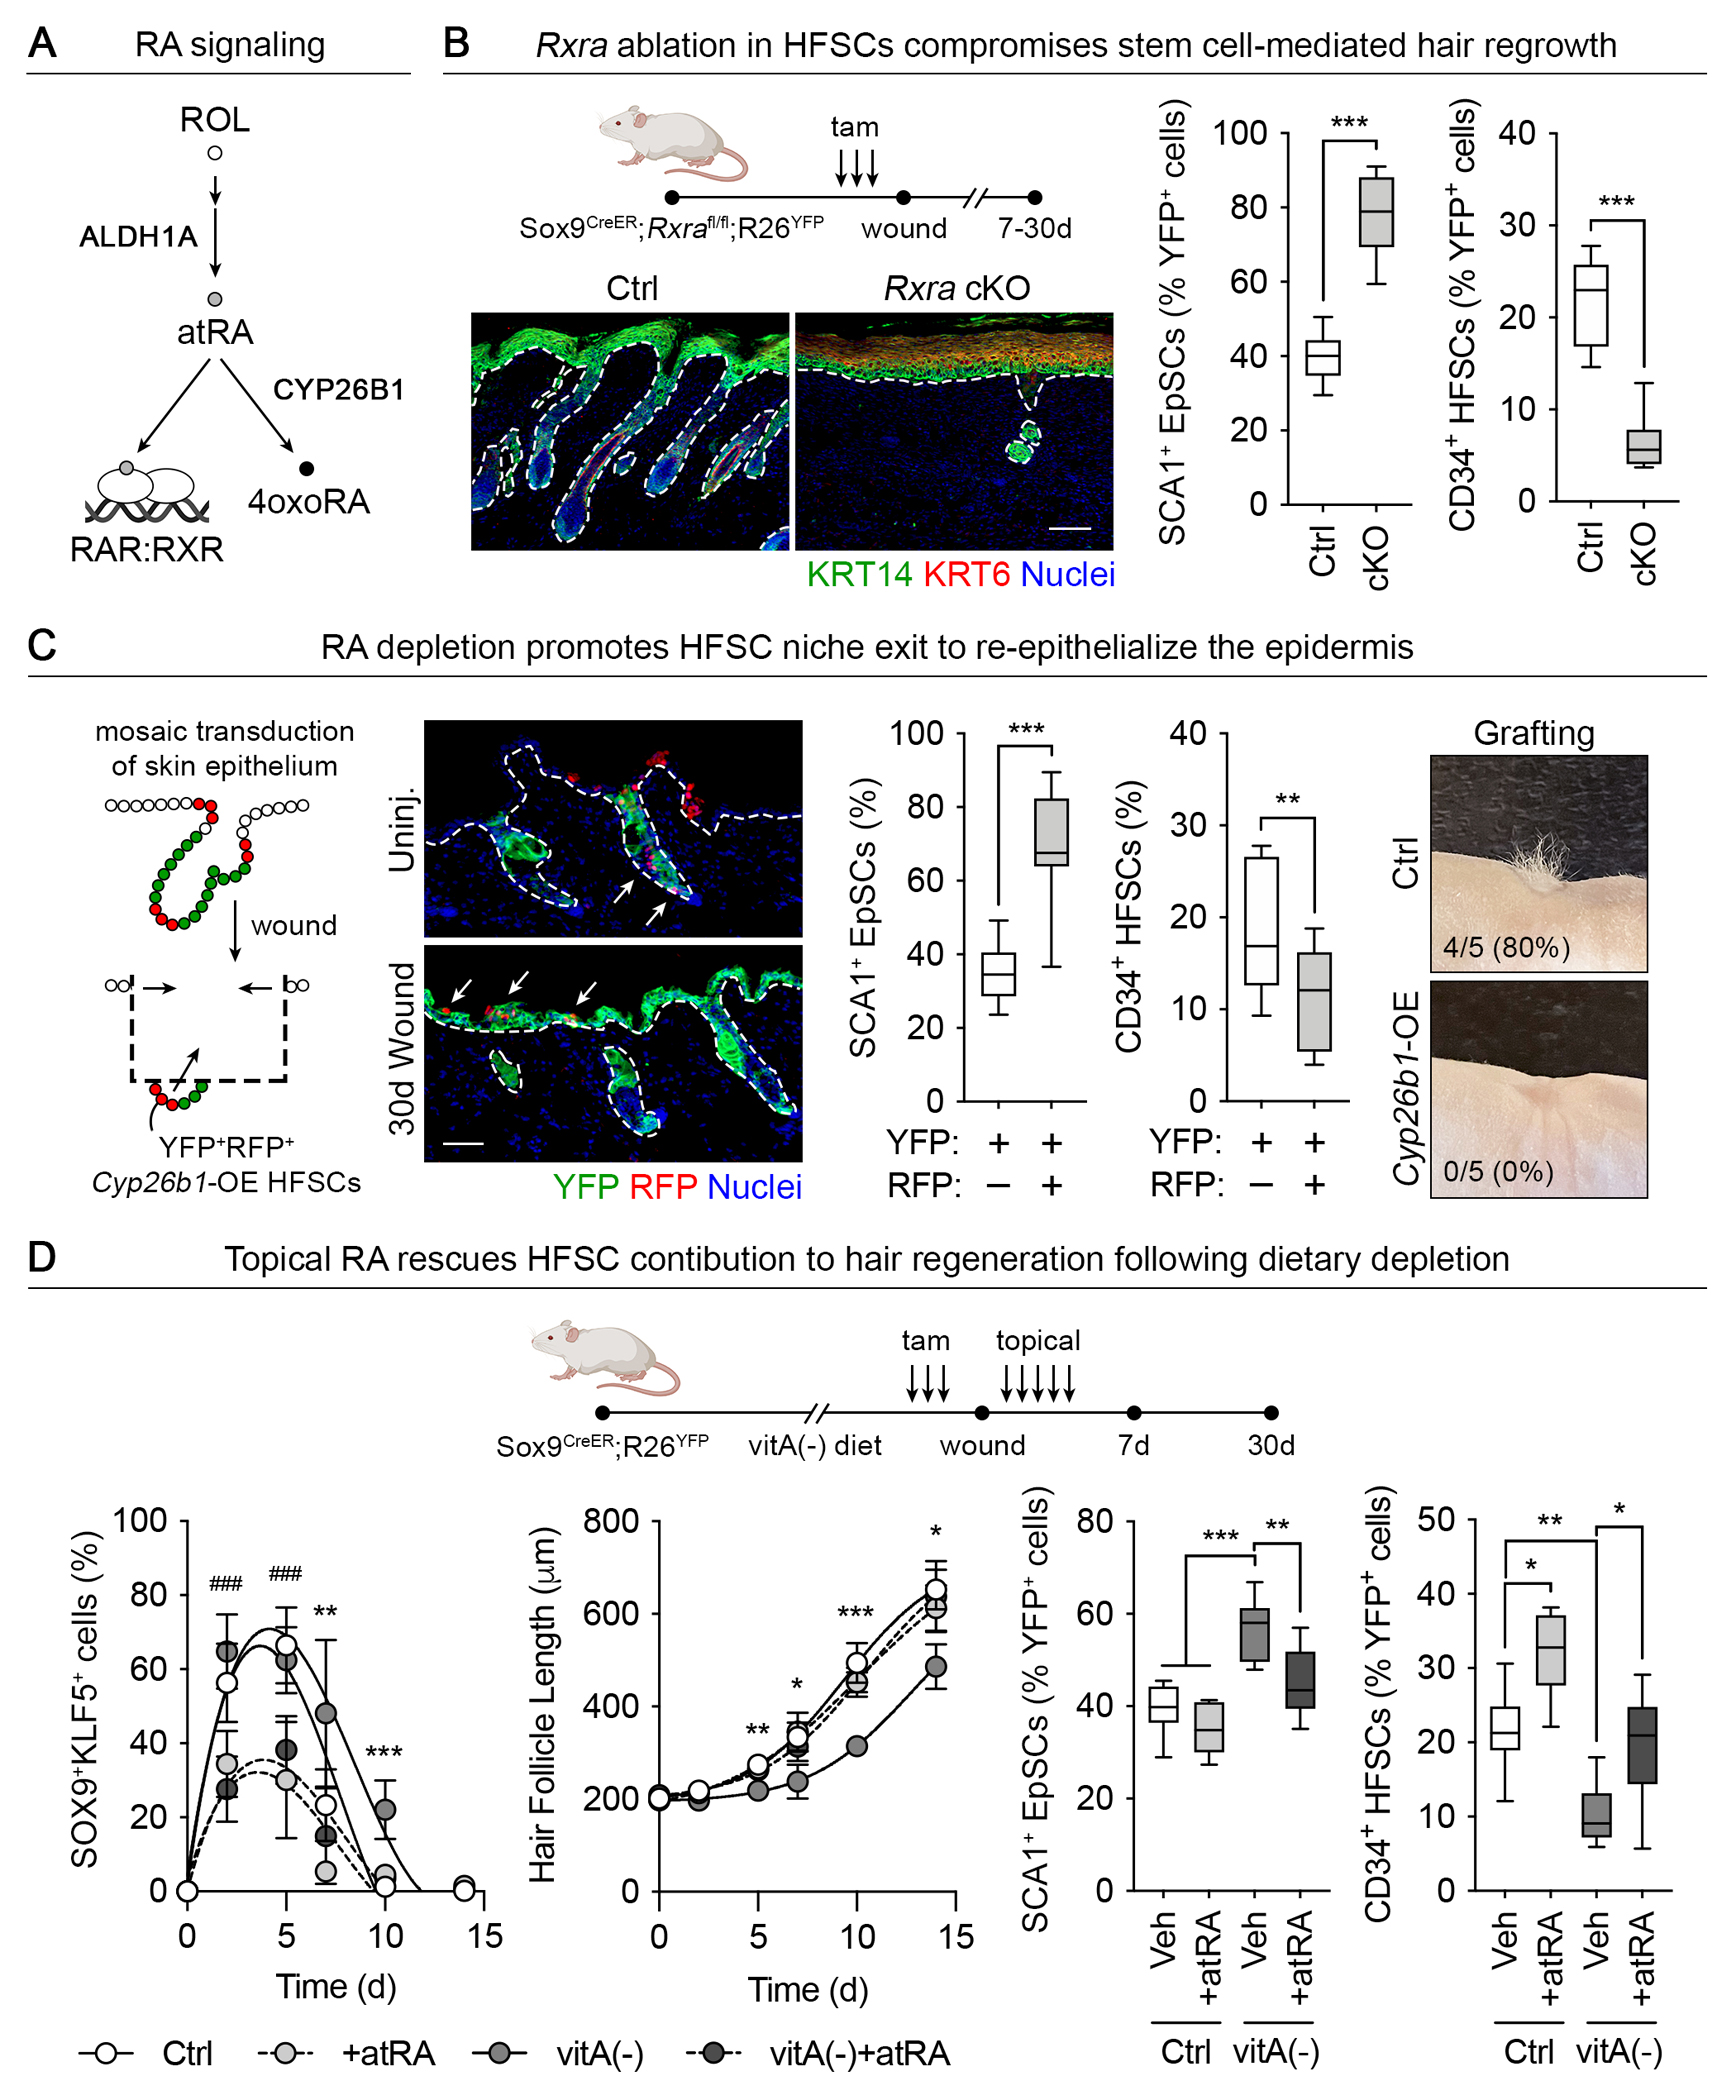
atRA/RAR/RXR dynamics regulate stem cell fate switching during wound repair in vivo. (**A**) Scheme depicting the steps and critical enzymes involved in atRA synthesis, degradation, and atRA-RAR-RXR mediated transcriptional activity. (**B**) *Rxra* was conditionally ablated in telogen-phase HFSCs of *Sox9*-CreER^+^ mice before abrasion (shallow) wounding. Note markedly altered tissue repair with *Rxra* cKO 7 days post-injury, including prolonged KRT6 (epidermal hyperproliferation) and blocked hair regeneration (left). The epidermal-dermal interface is denoted by dashed lines. Scale bar, 50μm. Quantification of lineage-traced HFSCs that mobilized to the epidermis at the expense of retention in the HF after *Rxra* cKO after 30 days post-injury by flow cytometry (n=6 to 8). (**C**) Transduction of *Sox9CreER;Rosa26-LSL*-*YFP* adult skin epithelium with a transgene encoding the atRA-degrading protein CYP26B1 (constitutive H2B-RFP control; left). Tamoxifen treatment activated *Cyp26b1* and enabled YFP^+^ HFSC lineage tracing after wounding. RFP^+^, i.e. *Cyp26b1*-overexpressing cells are present in uninjured HFs and epidermis but become overrepresented in the repaired epidermis relative to the HF after wound repair (center left). The epidermal-dermal interface is denoted by dashed lines; arrows refer to YFP^+^RFP^+^ cells of HFSC origin that overexpress *Cyp26b1*. Scale bar, 50μm. Quantification by flow cytometry (center right; n=11). Sustained *Cyp26b1* also precluded hair formation in HFSC skin grafts (right; n=5). (**D**) Mice were fed a normal or vitamin A-deficient diet and wounded in telogen. After repair was complete, YFP^+^ HFSCs were assessed for their contribution to skin barrier restoration or HF regeneration. Topical atRA applied during the first week post-wound accelerated lineage plasticity resolution (left, n=10 to 12 HFs per mouse, n=5 mice) and skewed HFSC contribution to hair regeneration, as measured by flow cytometry (right, n=10–12 HFs per mouse, n=5 mice), whereas vitamin A loss slowed HF regrowth at intermediate stages of repair (center, n=9–12 HFs, n=5 mice). Hair regeneration and HFSC fate were rescued by topical atRA treatment. Veh., vehicle.

# Supplementary material for: Vitamin A resolves lineage plasticity to orchestrate stem cell lineage choices
**Source:** Science. Author manuscript; Available in PMC 2024 Jun 14.
**Supplement:** Table S1

| <b>Small molecule/growth factor</b> | <b>Solvent</b>  | <b>Working conc.</b> |
|-------------------------------------|-----------------|----------------------|
| 10058-F4                            | DMSO            | 0.025 mM             |
| 17-AAG                              | DMSO            | 0.002 mM             |
| 9-cis-RA                            | DMSO            | 0.001 mM             |
| A83-01                              | DMSO            | 0.001 mM             |
| abrocitinib                         | DMSO            | 0.01 mM              |
| AG490                               | DMSO            | 0.01 mM              |
| AG879                               | DMSO            | 0.01 mM              |
| AICAR                               | PBS             | 1 mM                 |
| Ascorbate                           | dH2O            | 0.025 mM             |
| atRA                                | DMSO            | 0.001 mM             |
| b-estradiol                         | DMSO            | 0.001 mM             |
| BMP2                                | 0.1% BSA in PBS | 0.02 ug/ml           |
| BMP3                                | 0.1% BSA in PBS | 0.02 ug/ml           |
| BMP4                                | 0.1% BSA in PBS | 0.005 ug/ml          |
| BMP6                                | 0.1% BSA in PBS | 0.02 ug/ml           |
| BMP7                                | 0.1% BSA in PBS | 0.025 ug/ml          |
| Calcipotriol                        | DMSO            | 0.00001 mM           |
| Calcitriol                          | DMSO            | 0.00001 mM           |
| CGP77675                            | DMSO            | 0.001 mM             |
| CH223191                            | DMSO            | 0.001 mM             |
| CHIR99021                           | DMSO            | 0.001 mM             |
| CID 5951923                         | DMSO            | 0.01 mM              |
| CP775146                            | DMSO            | 0.001 mM             |
| DAPT                                | DMSO            | 0.01 mM              |
| dmPGE2                              | Methylacetate   | 0.001 mM             |
| EDA-A1                              | 0.1% BSA in PBS | 0.25 ug/ml           |
| EGF                                 | 0.1% BSA in PBS | 0.05 ug/ml           |
| fedratinib                          | DMSO            | 0.01 mM              |
| FGF10                               | 0.1% BSA in PBS | 0.01 ug/ml           |
| FGF18                               | 0.1% BSA in PBS | 0.05 ug/ml           |
| Forskolin                           | DMSO            | 0.01 mM              |
| FR180204                            | DMSO            | 0.01 mM              |
| Gefitinib                           | DMSO            | 0.01 mM              |
| Gö6976                              | DMSO            | 0.001 mM             |
| Gö6983                              | DMSO            | 0.005 mM             |
| GSK0660                             | DMSO            | 0.001 mM             |
| GW501516                            | DMSO            | 0.001 mM             |
| GW6471                              | DMSO            | 0.001 mM             |
| GW9662                              | DMSO            | 0.001 mM             |
| H89                                 | DMSO            | 0.005 mM             |
| ICG-001                             | DMSO            | 0.005 mM             |

|              |                 |             |
|--------------|-----------------|-------------|
| Ionomycin    | DMSO            | 0.001 mM    |
| IQ-1         | DMSO            | 0.005 mM    |
| JNK-IN-8     | DMSO            | 0.001 mM    |
| LDN193189    | DMSO            | 0.00005 mM  |
| LG100268     | DMSO            | 0.001 mM    |
| LY294002     | DMSO            | 0.01 mM     |
| M1 Fusion    | DMSO            | 0.02 mM     |
| Metformin    | PBS             | 0.001 mM    |
| ML264        | DMSO            | 0.01 mM     |
| OSM          | 0.1% BSA in PBS | 0.1 ug/ml   |
| PD0325901    | DMSO            | 0.001 mM    |
| Pluripotin   | DMSO            | 0.001 mM    |
| PMA          | DMSO            | 0.00005 mM  |
| Prolactin    | 0.1% BSA in PBS | 0.5 ug/ml   |
| Prostratin   | DMSO            | 0.001 mM    |
| ritlecitinib | DMSO            | 0.01 mM     |
| Rspo1        | 0.1% BSA in PBS | 0.25 ug/ml  |
| Rspo2        | 0.1% BSA in PBS | 0.2 ug/ml   |
| Rspo3        | 0.1% BSA in PBS | 0.2 ug/ml   |
| ruxolitinib  | DMSO            | 0.01 mM     |
| SAG          | DMSO            | 0.0001 mM   |
| SB202190     | DMSO            | 0.01 mM     |
| SB203508     | DMSO            | 0.01 mM     |
| SB431542     | DMSO            | 0.001 mM    |
| SB590885     | DMSO            | 0.001 mM    |
| SHH          | 0.1% BSA in PBS | 0.1 ug/ml   |
| Somatostatin | PBS             | 0.00005 mM  |
| SP100030     | DMSO            | 0.005 mM    |
| SP600125     | DMSO            | 0.02 mM     |
| SU5402       | DMSO            | 0.01 mM     |
| T5524        | DMSO            | 0.01 mM     |
| TGFb         | 0.1% BSA in PBS | 0.005 ug/ml |
| TK216        | DMSO            | 0.01 mM     |
| tofacitinib  | DMSO            | 0.01 mM     |
| TUDC         | EtOH            | 0.05 mM     |
| VER115008    | DMSO            | 0.005 mM    |
| Verteporfin  | DMSO            | 0.001 mM    |
| WH-4-023     | DMSO            | 0.001 mM    |
| Wnt-C59      | DMSO            | 0.00001 mM  |
| Wnt3a        | 0.1% BSA in PBS | 0.1 ug/ml   |
| Wnt5a        | 0.1% BSA in PBS | 0.1 ug/ml   |
| Wnt7a        | 0.1% BSA in PBS | 0.25 ug/ml  |
| Wortmannin   | DMSO            | 0.005 mM    |

|          |      |          |
|----------|------|----------|
| XAV939   | DMSO | 0.001 mM |
| Yhhu3792 | DMSO | 0.001 mM |
| YK-4-279 | DMSO | 0.01 mM  |

# Supplementary material for: Vitamin A resolves lineage plasticity to orchestrate stem cell lineage choices
**Source:** Science. Author manuscript; Available in PMC 2024 Jun 14.
**Supplement:** Table S2

| Antibody                 | Host       | Supplier       | Catalog #  | Dilution |         |         |      |
|--------------------------|------------|----------------|------------|----------|---------|---------|------|
|                          |            |                |            | IF       | Western | Flow    | CNR  |
| ALDH1A2                  | rabbit     | Sigma          | HPA010022  | 1:200    | ---     | ---     | ---  |
| ALDH1A3                  | rabbit     | Thermo Fisher  | PA5-29188  | 1:200    | ---     | ---     | ---  |
| b-catenin                | rabbit     | Cell Signaling | 8480       | 1:500    | 1:1,000 | ---     | ---  |
| CD117-biotin             | rat        | eBiosciences   | 13-1171-82 | ---      | ---     | 1:250   | ---  |
| CD140a-biotin            | rat        | eBiosciences   | 13-1401-82 | ---      | ---     | 1:200   | ---  |
| CD200-PE                 | rat        | eBiosciences   | 12-5200-80 | ---      | ---     | 1:200   | ---  |
| CD31-biotin              | rat        | eBiosciences   | 13-0311-82 | ---      | ---     | 1:200   | ---  |
| CD34-eF660               | rat        | eBiosciences   | 50-0341-82 | ---      | ---     | 1:100   | ---  |
| CD45-biotin              | rat        | eBiosciences   | 13-0451-82 | ---      | ---     | 1:500   | ---  |
| CUX1                     | rabbit     | ProteinTech    | 11733-1-AP | 1:200    | 1:1,000 | ---     | ---  |
| GATA3                    | rat        | eBiosciences   | 14-9966-82 | 1:200    | 1:1,000 | ---     | ---  |
| GFP                      | chicken    | Abcam          | ab13970    | 1:2,000  | ---     | ---     | ---  |
| HOXC13                   | rabbit     | Sigma          | HPA051634  | 1:250    | 1:1,000 | ---     | ---  |
| a6-int-PE-Cy7            | rat        | eBiosciences   | 25-0495-82 | ---      | ---     | 1:500   | ---  |
| b1-int-AF700             | hamster    | BioLegend      | 102218     | ---      | ---     | 1:500   | ---  |
| b4-integrin              | rat        | BD             | 553745     | 1:400    | ---     | ---     | ---  |
| KLF5                     | goat       | R&D            | AF3758     | 1:500    | 1:1,000 | ---     | ---  |
| KRT10                    | rabbit     | BioLegend      | 905401     | 1:200    | 1:1,000 | ---     | ---  |
| KRT14                    | chicken    | BioLegend      | 906001     | 1:1,000  | 1:1,000 | ---     | ---  |
| KRT15                    | rabbit     | Fuchs Lab      | ---        | 1:200    | 1:1,000 | ---     | ---  |
| KRT6                     | guinea pig | Fuchs Lab      | ---        | 1:200    | 1:1,000 | ---     | ---  |
| LEF1                     | rabbit     | Cell Signaling | 2230       | 1:200    | 1:1,000 | ---     | ---  |
| pSMAD1                   | rabbit     | Cell Signaling | 13820      | 1:200    | 1:1,000 | ---     | ---  |
| RARa                     | rabbit     | Cell Signaling | 62294S     | 1:200    | 1:1,000 | ---     | ---  |
| RXRa                     | rabbit     | Invitrogen     | PA5-79945  | ---      | ---     | ---     | 1:50 |
| RARg                     | rabbit     | Cell Signaling | 8965S      | 1:400    | 1:1,000 | ---     | ---  |
| RARg                     | rabbit     | Cell Signaling | 3085S      | ---      | ---     | ---     | 1:50 |
| RFP                      | rabbit     | ProteinTech    | 5f8-100    | 1:1,000  | ---     | ---     | ---  |
| Scal-APC-Cy7             | rat        | BD             | 560654     | ---      | ---     | 1:1,000 | ---  |
| SOX9                     | rabbit     | Abcam          | ab185966   | 1:250    | ---     | ---     | ---  |
| SOX9                     | rabbit     | Millipore      | AB5535     | 1:200    | 1:500   | ---     | ---  |
| Streptavidin-PerCP-Cy5.5 | ---        | BD Biosciences | 551419     | ---      | ---     | 1:1,000 | ---  |
| TCF1                     | rabbit     | Cell Signaling | 2203       | 1:200    | ---     | ---     | ---  |
| TCF3                     | guinea pig | Fuchs Lab      | ---        | 1:100    | 1:500   | ---     | ---  |
| TCF4                     | rabbit     | Cell Signaling | 2569       | 1:200    | 1:1,000 | ---     | ---  |
| Tubulin                  | mouse      | Sigma          | T5168      | ---      | 1:5,000 | ---     | ---  |

# Supplementary material for: Vitamin A resolves lineage plasticity to orchestrate stem cell lineage choices
**Source:** Science. Author manuscript; Available in PMC 2024 Jun 14.
**Supplement:** Table S3

| Gene    | Forward Sequence         | Reverse Sequence      |
|---------|--------------------------|-----------------------|
| Axin2   | actgaccgacgattccatgt     | ctgcgatgcattctctctg   |
| Cux1    | tgctctggagaaagagcaga     | tgctcgcttcctccagttt   |
| Cyp26b1 | gaatgtgcgcaagatcctactg   | gatctgccgagcttggatg   |
| Ets2    | gattctgtctcccatgactcg    | gtcgttgctcctttggaag   |
| Gata3   | aggcaaccacgtcccgctct     | agatccgtgcagcagaggcg  |
| Hoxc13  | gggctatggttaccatttgg     | ctggaggacaggctcgtcac  |
| Id1     | agtctgaagtcgggaccac      | gacgctcggctggaacac    |
| Klf5    | ggctctccccgagttcacta     | attactgccgctggtttgtc  |
| Lef1    | ccgagatcagtcatcccgaag    | ggcttgctgaccacctcat   |
| Lgr5    | gcaaactcccagagctcaa      | gttgccgtcgtctttattcc  |
| Nfatc1  | aacgccctgaccaccgatagcact | cccggctgccttcctgtcata |
| Nfib    | tgaggcagcttcacctacag     | aggatgggtctcttgcgctta |
| Ppib2   | gtgagcgcttcccagatgaga    | tgccggagtcgacaatgatg  |
| Sox9    | agaaagaccaccccgattacaagt | cggcggaccctgagattg    |
| Tbx1    | ctcgtgagtgcccttgctc      | cggagtcacggtcgaact    |
| Tcf7l1  | tggtcaacgaatcggagaat     | tcacttcggcgaatagtcg   |
| Tcf7l2  | ctccacagctcaaagcatca     | caccaccttcgtctcatct   |

How the deposited data were processed for this re-analysis (not part of the article)

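Of 27 samples listed for the study, 8 RNA-seq libraries and 4 single cell matrices were re-analyzed here, and the 2 hashtag libraries were used through the hashtag counts that the cultured matrices already hold. The 8 ATAC-seq and 5 CUT&RUN samples were left out, since no file of theirs entered the comparisons of expression. The RNA-seq libraries came from wild-type and Rxra cKO HFSC cultures in FBS or atRA+PKCi, with 2 mice per genotype at postnatal day 55. The culture lines had been established on inactivated feeder cells. The single cell matrices came from back skin and from cultures of 2 mice at postnatal day 32.

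For RNA-seq, the authors made estimated counts per gene with salmon 1.4.0 and tximport 1.12.3 on mm10 and deposited them without normalization. A second table that the authors deposited holds a normalized signal per gene and library, of the kind that DESeq2 1.16.1 gives, and was used only in alternatives. For single cells, the authors deposited UMI counts of called cells from CellRanger 7.0.0 as whole numbers, so that ambient RNA removal with SoupX and doublet removal with DoubletFinder, which the paper names, are not part of these values. Gene positions and exonic lengths were taken from GENCODE M21 (GRCm38).

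Estimated counts were rounded and analyzed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p under 0.05) in one fit of 4 group means over 8 libraries. Library totals lay between 25150300 and 35879800. TMM factors lay between 0.883 and 1.08, and the 10 most abundant genes took 10.9% to 13.1% of counts. The spread between replicates exceeded counting error, with a mean chi-square per gene of 29.2 in wild-type FBS, 14.2 in wild-type atRA+PKCi, 16.6 in Rxra cKO FBS and 6.21 in Rxra cKO atRA+PKCi. The labels give the cultures of one mouse the same number in both media. Deviations from the group means of same-numbered libraries correlated over 15965 genes at 0.0557 in wild-type and -0.0246 in Rxra cKO, against 0.0111 and -0.00167 across genotypes, so pairing carried little, and the fit was unpaired. With the replicate block, 4238 genes were higher and 4232 lower in wild-type atRA+PKCi. The fit was tested on simulated data with these depths and spreads, in which 68.0% of genes with a true log2 change of 1 and 83.4% of those with a change of 2 were called in the wild-type contrast, and 53.6% and 74.6% by the interaction, with 7 to 13 false calls. With 2 libraries per group, tests for outliers among replicates and other splits of the samples could not be made.

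Cells were kept at 500 or more genes, 1000 or more UMIs and under 10% mitochondrial UMIs. Hashtags were called with HTODemux in Seurat 5.3.0, and in vivo doublets with Scrublet in Python 3.11.15. Clustering, label transfer and pseudotime used Seurat and scanpy 1.11.5 with seed 11, since Harmony and Monocle3, which the paper used, were not available. A cluster was named by the marker list with the highest mean score over clusters when that score was at least 1, at least 3 of its markers were detected in 10% of the cells, and no other list had more markers among the 10 leading genes. Clusters with a median of UMIs far under that of both mice also needed a marker of the list among those genes, and all others were left unnamed. Pseudobulk sums of UMIs per mouse and condition were tested with edgeR as above, at adjusted p under 0.01 and an absolute log2 fold change over 1, without FBS and atRA+PKCi, which had fewer than 5 cells per mouse. Gene lists were tested with camera (preset correlation 0.01) and fry in limma 3.58.1. The list from the in vivo clusters holds 50 genes each way, between the Krt15-high cluster and the suprabasal class. Shares of UMIs are given with exact 95% intervals, which cover counting error only, and figures were drawn with matplotlib 3.10.9.

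Genes named in the text are those the paper names for these experiments or prints in Fig. 2, C and D, whose directions in Fig. 2C had been seen, and in each contrast the 5 called genes with the largest and the 5 with the smallest log2 fold change among those with a mean of at least 50 normalized counts (50 CPM in single cell sums) and no overlap between groups. Where a group had 0 counts, a fold is a lower bound computed with 3 counts over the group.

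Alternatives were DESeq2 1.42.0, no filter on low counts, the threshold of adjusted p under 0.01 with an absolute log2 fold change over 1, leaving out each library, the replicate block, a fit of only the 4 libraries compared, and limma on log2 of the authors' normalized counts with a pseudocount of 1 or 0.5. For cells they were hashtags assigned by at least 70% of at least 20 hashtag counts, 1000 or more genes with under 5% mitochondrial UMIs, thinning to 1500 UMIs or none in place of 3000, resolution 1.0, a prediction score of at least 0.5, assignment by Spearman correlation, and 15 neighbors or 10 principal components in place of 30 and 20. A minimum of 10 cells, fry, the contrasts of the BMP2/4, Rspo and B-27 cultures with each other and the shares of UMIs were added after the numbers of cells were seen.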

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

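The tests of a different scaling, of one aberrant library, of lower depth, of swapped labels and of a wrong label of all libraries were chosen only after the result was seen, and the other tests before.

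A difference between groups concerned the response to the atRA+PKCi medium. That medium also replaced serum by B-27 supplement, and no bulk library held B-27 alone. The response is therefore to the whole change of medium. The interaction of genotype and medium passed for 1807 genes with a more positive response in wild-type and 2117 with a more negative one, and 363 genes passed in both genotypes with opposite directions. The 363 became 200 without Rxra cKO atRA+PKCi replicate 1 and 211 without Rxra cKO atRA+PKCi replicate 2. The 1807 became 1095 without Rxra cKO FBS replicate 1, 961 without Rxra cKO atRA+PKCi replicate 1 and 1017 without replicate 2 of that group, which brought the 2117 to 1375. In 5 simulated data sets with no difference between genotypes, at most 1 gene had opposite directions. The interaction was -6.11 for Krt10 and -8.61 for Krt1 (adjusted p = 1.74e-06 and 1.26e-05 from the edgeR quasi-likelihood test), with a fall in wild-type and a rise in Rxra cKO cells, and it passed in all 8 fits that left out a library. The wild-type change of Krt1 ranged from -7.25 to -4.05 in those fits.

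A different scaling of one group of libraries would move the opposite genes one way, and 49.6% of them were lower in wild-type and higher in the cKO, which argues against it. One aberrant library would take the pattern with it, while at least 194 of the 363 genes still had opposite directions in each of the 8 fits that left out a library. Gene length bias would set the lengths of the orientations apart. The median exonic length of the genes lower in wild-type was 0.751 times that of the genes higher in wild-type (3932.5 and 5236 bases). Both medians lay between the quartiles of all tested genes (2072 and 6198.25 bases). A gap beyond the spread of lengths was therefore not seen, and a weaker bias by length stays open. RNA of fibroblasts in some cultures would enrich the opposite genes for genes high in fibroblasts, and these made up 2.63% of 342 opposite genes and 2.05% of the others (Fisher's exact test, two-sided p = 0.437). The loss of Rxra is the difference that the design names. It may act on the response to atRA+PKCi, but a difference in state between the culture lines was not tested, and the cKO libraries already differed in FBS.

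The paper's text and main figures give no comparison of expression between genotypes in FBS, and its supplementary figures were not available. In FBS, 3565 genes were higher and 3275 lower in Rxra cKO than in wild-type cells. Passenger variants near the engineered loci would concentrate the difference there, and 42.8% of tested genes farther than 10 Mb from the loci passed against 44.8% of those nearer (Fisher's exact test, two-sided p = 0.337). A swap of labels between genotypes would put a library on the other side of the second principal component, and 0 libraries lay there. A wrong genotype label of all libraries cannot be told apart from a true one by expression, since the count of Rxra includes exons outside the deleted region; its change was -0.49 in FBS (adjusted p = 0.00264, edgeR quasi-likelihood test) and 0.01 in atRA+PKCi (adjusted p = 0.927). The absence of Rxra and a difference between lines or strains stay open.

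In 31 genes, transcripts were detected in every Rxra cKO library (at least 100 counts over the libraries) and were at or near 0 in all wild-type libraries, and in 0 genes the reverse. Sdr39u1 had 0 counts in wild-type and 2110 in the cKO, at least 660-fold, and Cd59a (0 and 1053, at least 329-fold) and Trbc2 (0 and 712, at least 223-fold) were similar. Cldn7 (0 and 446, at least 139-fold) was chosen after its values were seen, and the others by the rule for named genes. Passenger variants near the engineered loci would gather such genes there, and 1 of the 31 lay within 10 Mb, where 610 of 15965 tested genes lie. Lower depth of the wild-type libraries was not seen, with a ratio of median totals of 0.994. A variant of the strain of either line elsewhere in the genome and silencing in the wild-type lines were not tested, and either could leave such a pattern whatever the role of Rxra.

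Fibroblast-like cells made up 36.0% of kept cells in vivo in mouse 1 and 30.6% in mouse 2, although the sort excluded cells with CD140a, the product of Pdgfra. An unnamed cluster of 975 and 1391 cells per mouse scored highest for the fibroblast list too and is not in these shares. The same held for unnamed clusters of 88 and 584 cells and of 36 and 290 cells. Their scores of 0.931 and 0.841 were under the 1 needed for a name. The cluster of 88 and 584 cells had Cfd, Retn, Car3, Thrsp and Adipoq as leading genes, and it also received many of the cultured cells. At resolution 1.0 a cluster with the same leading genes scored highest for the endothelial list, so its kind is not settled. The shares of fibroblast-like cells at resolution 1.0 were 37.7% and 32.2%. Pdgfra stood at 306 and 419 CPM in these cells and at 13.3 and 22.6 CPM in ORS cells. Free RNA in the droplets would give all classes a like level of Col1a1, and its level in these cells was 18.1 times that in ORS cells, which argues against it. Doublets of fibroblasts and epithelial cells would carry Krt14, and its level was 1.93% of that in ORS cells. The sort also excluded CD45, CD31 and CD117, the products of Ptprc, Pecam1 and Kit. Ptprc stood at 793 and 1019 CPM in the immune class. Pecam1 stood at 931 and 826 CPM in the endothelial class, and Kit at 515 and 493 CPM in the melanocyte class. Cells of each excluded kind were therefore present, not fibroblasts alone. Whether these matrices hold sorted cells was not tested.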

How the results depend on the processing

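The minimum of 10 cells, fry, the contrasts of the BMP2/4, Rspo and B-27 cultures with each other and the shares of UMIs were chosen only after the numbers of cells were seen; the other settings were chosen before the data were examined.

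In bulk, 162 recomputed counts and shares stayed within 1.5 times their value and 28 moved further. The stricter threshold of adjusted p under 0.01 with an absolute log2 fold change over 1 leaves fewer genes by construction. It gave 1381 higher and 1579 lower in wild-type, 817 and 1041 in Rxra cKO, 440 and 694 for the interaction, 1406 and 675 between genotypes in atRA+PKCi, and 1105 and 656 between genotypes in FBS. It lowered the Rxra-dependent share of raised genes to 19.0% and the genes with opposite directions to 27. The interaction was more positive in wild-type for 1202 genes with DESeq2, and for 1198 and 1183 with limma at pseudocounts of 1 and 0.5; the cause was not tested.

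Leaving out each library in turn, with the lone library of a group assumed to vary like the others, gave 3443 to 4215 higher and 3654 to 4316 lower in wild-type, and 2133 to 3724 and 2326 to 3890 in Rxra cKO. The counts for the cKO that moved by more than 1.5 times were those without Rxra cKO atRA+PKCi replicate 2 (2133) and without Rxra cKO atRA+PKCi replicate 1 (2326). The interaction gave 961 to 1878 and 1375 to 2484, the genotype contrast in atRA+PKCi 2688 to 4018 and 1971 to 3555, and that in FBS 2637 to 3444 and 2493 to 3349. In atRA+PKCi, genes lower in the cKO fell to 1971 without Rxra cKO atRA+PKCi replicate 1 and to 2046 without replicate 2 of that group. The interaction moved by more than 1.5 times to 1095 without Rxra cKO FBS replicate 1, 961 and 1017 without Rxra cKO atRA+PKCi replicates 1 and 2 (more positive in wild-type), and 1375 without Rxra cKO atRA+PKCi replicate 2 (more negative). Rxra-dependent shares ranged from 18.1% to 33.3% of raised and from 30.7% to 48.1% of lowered genes, with 19.7% of raised genes without Rxra cKO FBS replicate 1, and 18.1% and 18.5% without Rxra cKO atRA+PKCi replicates 1 and 2. As a count, the 1297 raised genes became 850 and 824 without wild-type atRA+PKCi replicates 1 and 2, 815 without Rxra cKO FBS replicate 1, and 698 and 732 without Rxra cKO atRA+PKCi replicates 1 and 2. Genes with opposite directions ranged from 200 to 466, with 200 without Rxra cKO atRA+PKCi replicate 1 and 211 without replicate 2. Which libraries a fit holds sets these counts, and nothing further was tested.

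Of the values of named genes in bulk, leave-one-out fits kept the side of the threshold for 3173, brought 127 under it and 59 past it, and reversed 1. That one was Rnu1a1 in wild-type, which went from -2.65 (adjusted p = 0.0468, edgeR quasi-likelihood test) to 0.0170 (adjusted p = 0.993) without wild-type FBS replicate 2 and to -3.54 without wild-type FBS replicate 1; it also did not pass with DESeq2 (adjusted p = 0.223), the replicate block (0.120), the 4 libraries alone (0.0794) or limma (0.322 and 0.388), nor without wild-type atRA+PKCi replicate 1 (-2.64), wild-type atRA+PKCi replicate 2 (-2.69), Rxra cKO atRA+PKCi replicate 1 (-2.68) or Rxra cKO atRA+PKCi replicate 2 (-2.66). The cause was not tested. Other settings left 399 on their side with DESeq2 (14 weaker, 7 stronger), 396 with no filter (2 and 22), 408 with the replicate block (5 and 7), 395 and 392 with limma at pseudocounts of 1 and 0.5 (17 and 8, 21 and 7), 288 with only the 4 libraries compared (3 and 14), and 335 with the stricter threshold (85 weaker).

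In the pseudobulk sums, 46 counts stayed within 1.5 times and 40 did not. With no filter on low counts, RARi against no RARi gave 6 higher and 1 lower, Rspo+BMP2/4 against BMP2/4 4 and 4, Rspo+BMP2/4 against Rspo 7 and 15, and BMP2/4 against Rspo 17 and 14, while BMP2/4 and Rspo+BMP2/4 against B-27 gave 84 and 81 higher. At least 10 cells gave 3 higher and 1 lower for Rspo+BMP2/4 against BMP2/4. DESeq2 gave 1 higher and 3 lower for Rspo+BMP2/4 against Rspo and 3 higher for BMP2/4 against Rspo. Hashtags assigned by a 70% share gave 3 and 5 for Rspo+BMP2/4 against Rspo, 2 and 3 for BMP2/4 against Rspo, 72 and 543 for BMP2/4 against B-27, and 63 higher for Rspo+BMP2/4 against B-27. Adjusted p under 0.05, a looser threshold by construction, gave 2 and 4, 1 and 2, 96 and 554, and 103 higher in the same order. Leave-one-out fits gave 0 to 2 higher and 47 to 109 lower for BMP2/4 against B-27, 0 to 1 and 76 to 125 for Rspo+BMP2/4 against B-27, and 0 to 1, 0 to 3 and 0 to 1 lower for Rspo+BMP2/4 against BMP2/4, Rspo+BMP2/4 against Rspo and BMP2/4 against Rspo. Without replicate 1, BMP2/4 against B-27 gave 2 higher and 47 lower and Rspo+BMP2/4 against B-27 gave 1 and 76; without replicate 2 they gave 0 and 109, and 0 and 125. Each leave-one-out fit held 1 sum per compared culture, assumed to vary like those of the other cultures. Its counts therefore do not show how stable the calls are. Beyond the thresholds, the cause was not tested. Of the values of named genes in these sums, 260 kept their side with DESeq2 (9 stronger, 1 weaker), 261 with the 70% share (9 stronger), 262 with no filter (8 stronger), 269 with the replicate block (1 stronger), 39 of 39 with at least 10 cells, 239 without replicate 1 (28 weaker) and 245 without replicate 2 (22 weaker).

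Co-detection of Sox9 and Klf5 (14 of 30 shares moved) rose without thinning, which leaves more UMIs per cell, to 60% and 70% in B-27, 61.9% in BMP2/4 of mouse 1, 69.6% and 51.9% in Rspo+BMP2/4 and 57.1% in RARi of mouse 2. Thinning to 1500 UMIs gave 0 in mouse 2 of B-27, BMP2/4, Rspo+BMP2/4 and RARi, so depth sets these shares. Stricter cell filters, which leave few cells, gave 20% in BMP2/4 of mouse 1, 0 and 33.3% in Rspo+BMP2/4 and 0 in RARi of mouse 2.

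In label transfer, the share of the largest class of each culture and mouse was followed; 24 values stayed within its interval and 14 moved. By Spearman correlation, the suprabasal class took 100% of Rspo and of RARi cells of mouse 1, the unnamed clusters took 0 of Rspo and RARi cells of mouse 2, of BMP2/4 cells of mouse 1 and of Rspo+BMP2/4 cells of either mouse, and ORS took 0 of BMP2/4 cells of mouse 2. With scores of at least 0.5, the unnamed clusters took 100% of Rspo cells of mouse 2. Stricter filters gave 100% there and in RARi of mouse 2, 68.8% in BMP2/4 of mouse 1, and 0 ORS in BMP2/4 of mouse 2. Those filters left 2 cells in BMP2/4 of mouse 2. Resolution 1.0 placed no cell of any culture in the ORS, where BMP2/4 had 17.7% and 38.5% and Rspo+BMP2/4 20.7% and 29.6%, and placed 15.9% and 30.8%, and 16.3% and 18.5%, in the upper hair follicle class that it adds. By Spearman correlation the ORS took 4.42% of BMP2/4 cells of mouse 1, and 2.17% and 14.8% of Rspo+BMP2/4 cells. The cause was not tested. Of the pseudotime medians, 16 stayed within the spread and 8 moved, to 0.103 in Rspo of mouse 2 and 0.104 in BMP2/4 of mouse 1 with 10 principal components, and with the 70% share to 0.256 and 0.261 in Rspo, 0.251 and 0.288 in BMP2/4, and 0.276 and 0.348 in Rspo+BMP2/4; the cause was not tested.

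For gene lists, 30 of 35 results had the same side with fry as with camera. The other 5 were not past the threshold with fry: ECM in Rxra cKO (adjusted p = 0.0772) and for the interaction (0.167), ribosomal proteins (0.399) and translation factors (0.343) in BMP2/4 against B-27, and ribosomal proteins in Rspo+BMP2/4 against B-27 (0.449). Unlike camera, fry tests each list without reference to the other genes; the cause was not tested. Of the UMI shares, 40 stayed within the spread between mice with the 70% share and 10 moved, and with stricter filters 5 stayed and 5 moved. Both fibroblast-like shares stayed within the spread between mice at resolution 1.0.

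With 18 cells, clusters of the FBS, B-27 and atRA+PKCi cultures were not made. Pseudobulk contrasts with FBS or atRA+PKCi, and the in vivo signature and gene lists in atRA+PKCi against FBS or against HFSCs in vivo, were planned and not run for the same reason. Stricter filters left no atRA+PKCi cell to root pseudotime and too few cells for pseudobulk.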

Differences from the paper's values

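The shares of UMIs and the Krt15-high cluster as the group in vivo were chosen only after the result was seen, and the settings named here before the data were examined.

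The paper reports 3757 cultured cells in Fig. 1E, and 18 FBS, B-27 and atRA+PKCi cells were found here. With stricter cell filters there were 5 and with hashtags assigned by a 70% share 20. For Fig. 4F the paper reports 5333 cultured cells, and 285 were found here, with 36 and 325 under the same alternatives. The deposited matrices hold 657 cultured barcodes in all, so no setting could reach the paper's numbers, and whether they are a part of the paper's cells was not settled. The paper's 6007 in vivo cells are hair follicle cells, and the 27115 here are all kept skin cells, a wider group; stricter filters left 20749, which also differs.

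The RNA-seq circles of Fig. 2C hold about 2000 genes for atRA+PKCi and about 2300 for FBS, read by eye, and the legend does not settle whether they hold all genes that responded in wild-type or only those dependent on Rxra. In wild-type, 4350 genes were higher and 4249 lower here. The threshold of adjusted p under 0.01 with an absolute log2 fold change over 1, with 1381 higher and 1579 lower, comes within 1.5 times, and DESeq2, no filter, the replicate block, the 4 libraries alone, limma at either pseudocount and each leave-one-out fit do not. As Rxra-dependent genes, 1297 were higher here against about 2000 in Fig. 2C, read by eye. No filter on low counts (1377) comes within 1.5 times, and DESeq2, the replicate block, limma, the stricter threshold and each leave-one-out fit do not. For genes lower in atRA+PKCi, the Rxra-dependent 1758 lie within 1.5 times, as do those of DESeq2, no filter, the replicate block and some leave-one-out fits, and those of limma, the stricter threshold and the other leave-one-out fits do not.

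Of the 9 genes that Fig. 2C prints for atRA+PKCi, all were higher in wild-type here, and the interaction passed with a larger rise in wild-type for Sox9, Krt15, Sfrp1 and Dhrs3, though for Sox9 in only 1 of 8 leave-one-out fits and not with limma. For the other 5 genes the interaction did not pass: Nfix (-0.57), Tcf7l2 (0.45), Barx2 (-0.23), Stra6 (0.28) and Hoxb7 (0.24). The paper draws its Rxra-dependent list from chromatin peaks and transcripts together, and only transcripts were compared here. In simulated data the interaction found 53.6% of true log2 differences of 1, so smaller differences can be missed. No filter on low counts and the fit without wild-type FBS replicate 2 brought the interaction for Nfix past the threshold, at -0.59 and -0.85, with the larger rise in Rxra cKO. No setting run brought that for Tcf7l2, Barx2, Stra6 or Hoxb7 past it. Fat1, which Fig. 2D and the text place among direct targets sensitive to Rxra, had an interaction of 0.22 that passed only without wild-type FBS replicate 1 (0.52). Of the 11 genes printed for FBS, all were lower in wild-type, and the interaction passed with a larger fall in wild-type for 10 and with a larger fall in Rxra cKO for Hmga2 (1.07).

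The paper places Rspo cells near TACs and Rspo+BMP2/4 cells in mature lineages. Here no cultured cell was predicted as a TAC, IRS, cortex or medulla cell by transferred anchors or by Spearman correlation, and 53.3% and 40.7% of Rspo+BMP2/4 cells fell in unnamed clusters. When clusters were transferred, the unnamed placements fell in a cluster led by Cfd, Retn, Car3, Thrsp and Adipoq. Median prediction scores lay between 0.474 and 0.688, and the median rho of the best cluster was 0.40. These placements therefore cannot decide whether cells of those lineages were present. Cortex markers together took 0.00369% and 0.00281% of UMIs in Rspo+BMP2/4 cells and 0.575% and 0.499% in the cortex class, while Hoxc13 alone was counted in BMP2/4 and Rspo+BMP2/4 cells (44.6 and 43.1, and 36.1 and 25.3 CPM) more than in B-27 cells (5.29 and 4.55 CPM), which goes in the direction the paper states. Median pseudotime was higher in BMP2/4 cells (0.148 and 0.209) than in Rspo cells (0.115 and 0.142, from 5 and 6 cells). The exceptions were in mouse 1, with hashtags assigned by a 70% share (0.251 against 0.256 in Rspo cells) and with 10 principal components (0.104 against 0.105). The root was a cell with UMIs of both Sox9 and Klf5, and pseudotime was not set against hair lineage genes. This order therefore cannot decide whether BMPs advance cells along the paper's axis. The atRA+PKCi cells, without BMPs, had medians of 0.447 (2 cells, one of them the root at 0) and 0.281 (1 cell), later than BMP2/4 cells, and were too few to weigh. The paper annotates 12 cell types of the hair follicle and places atRA+PKCi cells with the upper ORS, while the 12 named classes here held fibroblasts and other non-epithelial cells and, at resolution 0.5, no class of HFSCs or upper ORS. At resolution 1.0 the Krt15-high cluster was named upper hair follicle, and it received 15.9% and 30.8% of BMP2/4 cells, 16.3% and 18.5% of Rspo+BMP2/4 cells, 20% and 0 of Rspo cells, 20% and 19.0% of RARi cells and none of the 3 atRA+PKCi cells. With classes at resolution 0.5, 1 of 2 atRA+PKCi cells of mouse 1 and 1 of 1 of mouse 2 were predicted as ORS. At resolution 1.0, by Spearman correlation and with clusters in place of classes, all 3 were suprabasal. The paper states that ECM is higher in culture, while ECM genes took 0.292% and 0.104% of UMIs in atRA+PKCi cells and 0.485% and 0.557% in the Krt15-high cluster in vivo. Fibroblast markers took 0.200% and 0.349% of UMIs in that cluster and 0 in the cultures, which limits the comparison. Glycolysis (0.866% and 0.662% against 0.160% and 0.116%) and translation factors (1.48% and 1.46% against 0.751% and 0.642%) went as the paper states.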

Other observations

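The tests of weak hashtags, of cell filters and of free RNA in the classes in vivo were chosen only after the result was seen, and those of interferon genes in every class and of lowering by atRA+PKCi before.

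The paper shows protein or qPCR levels for several genes that the bulk libraries also hold. With atRA+PKCi in wild-type, Krt14 fell by 1.87 on the log2 scale (adjusted p = 8.65e-07, edgeR quasi-likelihood test), Ly6a by 1.07 (adjusted p = 2.39e-05), Krt6a by 2.79 and Krt6b by 8.24; reads of Krt6a and Krt6b, which are near-identical paralogs, can be shared. Nfib rose by 0.80 (adjusted p = 2.03e-05) with an interaction of 0.12 (adjusted p = 0.448). Tbx1 changed by -0.24 (adjusted p = 0.374). Ets2 changed by -0.19 (adjusted p = 0.123), and passed without wild-type FBS replicate 2 (-0.34, adjusted p = 0.00493) and with no filter on low counts (-0.21, adjusted p = 0.0499). Cyp26b1 rose by 1.54 in wild-type, with an interaction of 1.69 (adjusted p = 0.000325). Aldh1a3 stood at 62.6 CPM in FBS and 0.511 CPM in atRA+PKCi in wild-type, and its interaction was -3.88. Lef1, Lgr5 and Aldh1a2 had too few counts to be tested.

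Genes without counts in wild-type FBS that rose with atRA+PKCi included Prr5l (0 against 2060 counts, at least 583-fold), Wfdc18 (0 against 1220, at least 345-fold), Aoc1 (0 against 1192, at least 337-fold), Prelp (0 against 644, at least 182-fold) and Lbp (0 against 336, at least 95.1-fold). Genes that fell to or near 0 included Lce1a2 (3196 against 0, at least 1254-fold) and Lce3e (13963 against 2, a ratio of 8221 with a counting interval of 2275 to 67889); near-identical copies can share their reads. The interaction for Aoc1 did not pass without wild-type atRA+PKCi replicate 1 (8.66), wild-type atRA+PKCi replicate 2 (8.87) or Rxra cKO FBS replicate 1 (6.42), and these fitted values are no bounds.

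Gene lists gave the following in bulk, by camera over 35 tests. The ECM list had a median of -0.57 in wild-type (15 lower and 5 higher of 26, also adjusted over the list alone; adjusted p = 0.000864 with camera, 0.00978 with fry), and the glycolysis list -0.48 (14 of 17 lower and 0 higher; adjusted p = 0.0139 and 0.00228). Ribosomal proteins had a median of 0.18 (adjusted p = 0.0984) and translation factors of -0.05 (adjusted p = 0.955, with camera up and fry down). The list of the Krt15-high cluster in vivo had a median of -0.03 and a mean of 0.38 (adjusted p = 0.582), so median and mean differed in sign, and the list of the suprabasal class had -1.43 (27 of 46 lower and 10 higher; adjusted p = 7.06e-12) and an interaction median of -1.45, or -1.55 with genes at 0 set to their bound. Ribosomal proteins had a median of 0.79 in BMP2/4 against B-27, which passed with camera (adjusted p = 4.36e-06) and not with fry.

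Cells of the FBS, B-27 and atRA+PKCi cultures were few. Hashtags too weak to assign cells would leave barcodes without a dominant hashtag, while 96.3% of barcodes gave at least 70% of their hashtag counts to one. Filters on cell quality would have removed many such cells, while only 29 were there before the filters. Why the deposited matrices hold few of these cells was not tested, and no biological explanation was tested.

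In vivo, one fibroblast cluster held 2990 of its 3030 cells from mouse 1, and another 2032 of 2154 from mouse 2, with Isg15, Ifit3 and Bst2 among its leading genes. Interferon genes (4 genes) stood at 275 CPM in fibroblasts of mouse 1 and 1613 CPM in those of mouse 2, and were higher in mouse 2 in 11 of 11 classes, with ratios of 2.54 to 7.36. Free RNA from fibroblasts could bring these transcripts to other classes. It would bring Col1a1 in proportion. In mouse 2, the level of interferon genes relative to fibroblasts exceeded 2 times that of Col1a1 in 0 of 6 epithelial classes, which leaves free RNA open there. It also did so in 0 of 3 of the endothelial, melanocyte and muscle classes. In these 3 it still lay above that of Col1a1, at 27.4% against 17.8% in endothelial, 10.2% against 8.06% in melanocyte and 25.7% against 13.0% in muscle cells. Neither free RNA nor a further source was excluded there. In the immune class the level of interferon genes was 6.96 times that of Col1a1 (64.4% against 9.26%), which argues against free RNA alone. A response of the whole mouse cannot be told apart from a difference in preparation, since each mouse was one preparation.

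Genes lower in BMP2/4 than in B-27 cultures could reflect atRA+PKCi, which only the former held. Of 323 such genes that were also tested in bulk, 87.6% (283) were lower with atRA+PKCi in wild-type bulk cultures, against 35.0% of the other genes among 6131 (Fisher's exact test, two-sided p = 1.8e-81). Across genes the changes correlated with r = 0.50 and rho = 0.24, and genes are not independent replicates. This goes with a lowering by atRA+PKCi. The bulk contrast also replaced serum by B-27 supplement, so it does not isolate atRA+PKCi, and a part for BMP2/4 was not separated.

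RARi added to Rspo+BMP2/4 left Sox9 at 31.2 and 69.7 CPM, against 196 and 176 CPM without it, and Klf5 at 125 and 141 CPM against 95.2 and 105 CPM. Neither gene passed in the test on sums per mouse. Co-detection of Sox9 and Klf5 after thinning was 5.83% (exact 95% interval 2.17 to 12.2%) and 30% (6.67 to 65.2%) in BMP2/4 cells, 6.41% and 4.17% in Rspo+BMP2/4 cells, and 0 of 5 and 3 of 18 with RARi.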
